# Statin-mediated reduction in mitochondrial cholesterol primes an anti-inflammatory response in macrophages by upregulating Jmjd3

**DOI:** 10.7554/eLife.85964

**Published:** 2024-04-11

**Authors:** Zeina Salloum, Kristin Dauner, Yun-feng Li, Neha Verma, David Valdivieso-González, Víctor Almendro-Vedia, John D Zhang, Kiran Nakka, Mei Xi Chen, Jeffrey McDonald, Chase D Corley, Alexander Sorisky, Bao-Liang Song, Iván López-Montero, Jie Luo, Jeffrey F Dilworth, Xiaohui Zha

**Keywords:** cholesterol, macrophages, inflammation, Mouse

## Abstract

Statins are known to be anti-inflammatory, but the mechanism remains poorly understood. Here, we show that macrophages, either treated with statin in vitro or from statin-treated mice, have reduced cholesterol levels and higher expression of *Jmjd3*, a H3K27me3 demethylase. We provide evidence that lowering cholesterol levels in macrophages suppresses the adenosine triphosphate (ATP) synthase in the inner mitochondrial membrane and changes the proton gradient in the mitochondria. This activates nuclear factor kappa-B (NF-κB) and *Jmjd3* expression, which removes the repressive marker H3K27me3. Accordingly, the epigenome is altered by the cholesterol reduction. When subsequently challenged by the inflammatory stimulus lipopolysaccharide (M1), macrophages, either treated with statins in vitro or isolated from statin-fed mice, express lower levels proinflammatory cytokines than controls, while augmenting anti-inflammatory *Il10* expression. On the other hand, when macrophages are alternatively activated by IL-4 (M2), statins promote the expression of *Arg1*, *Ym1*, and *Mrc1*. The enhanced expression is correlated with the statin-induced removal of H3K27me3 from these genes prior to activation. In addition, *Jmjd3* and its demethylase activity are necessary for cholesterol to modulate both M1 and M2 activation. We conclude that upregulation of *Jmjd3* is a key event for the anti-inflammatory function of statins on macrophages.

## Introduction

Many chronic diseases, including atherosclerosis, are associated with a low-grade level of inflammation (Tabas and Glass, 2013). In atherosclerosis, macrophages are overloaded with cholesterol and are inflamed, which causes lesion formation (Tabas and Lichtman, 2017). Statins, by inhibiting cholesterol biosynthesis and upregulating low-density lipoprotein (LDL) receptor expression in hepatocytes and other cells, lower the level of circulating LDL. This leads to a decrease in the amount of cholesterol in peripheral tissues including macrophages (Levy et al., 1992; Hochgraf et al., 1994; Lijnen et al., 1994; Parihar et al., 2014). Statins reduce inflammation, but the mechanism for this effect is yet to be defined (Libby, 2021). Previously, we and others have observed that the level of cholesterol in resting macrophages, i.e., prior to stimulation, correlates directly with their pattern of inflammatory activation (Ma et al., 2012; Yvan-Charvet et al., 2008; Zhu et al., 2008). For instance, when encountering lipopolysaccharides (LPS), cholesterol-rich macrophages release more inflammatory cytokines, such as TNF-α, IL-6, and IL12p40, and less anti-inflammatory cytokine IL-10, relative to control macrophages. Conversely, macrophages with reduced cholesterol content, such as those expressing ABCA1/G1 or being treated with statins, express fewer inflammatory cytokines, and more IL-10 upon identical LPS exposure (Ma et al., 2012; Yvan-Charvet et al., 2008; Zhu et al., 2008). Noticeably, this association of cholesterol with specific type of macrophage inflammation is observed with multiple inflammatory stimuli, including ligands to TLR2, 3, 4, and other TLRs (Yvan-Charvet et al., 2008), implying a shared background in resting macrophages. It is known that, in order to mount a timely and vigorous defence against pathogens, macrophages activate several hundred genes immediately after sensing danger signals (Raetz et al., 2006). This is achieved by employing a few select signal-dependent transcription factors, such as NF-κB, on a genome that is largely poised, i.e., epigenetically configured, prior the stimulation (Link et al., 2015). The organization of the epigenome in macrophages is initially defined by lineage-determining transcription factors and subsequently by metabolic/environmental cues, including those experienced in the past (Link et al., 2015; Troutman et al., 2021). This forms a poised state in resting macrophages and allows the expression of context-dependent inflammatory genes (Spann et al., 2012; Ivashkiv, 2013). We therefore speculate that cholesterol levels may directly influence the epigenome in resting macrophages, thereby influencing the inflammatory phenotype upon activation.

## Results

### Reducing cholesterol levels in macrophages activates the NF-κB pathway and upregulates Jmjd3, a histone demethylase

To test whether cholesterol levels alone can produce factors that change the epigenetic configuration in macrophages, we first treated RAW macrophages with statins. Lovastatin, compactin, simvastatin, and pravastatin were used exchangeably throughout the study without significant differences in results. Cells were treated with statins for 2 days, reducing cellular cholesterol by about 30% (Ma et al., 2012; Mayor et al., 1998). We also used methyl-β-cyclodextrin (MCD) 1-hr treatment to acutely reduce cholesterol by a similar amount (Ma et al., 2012). This was to verify the cholesterol specificity of statins’ effects and also to provide a 1-hr protocol for inhibitor studies. RNA-seq was performed at the end of statin- or MCD-based treatments. As shown in Figure 1A, macrophages treated with statins altered the expression of a large number of genes (log_2_ >1) (Figure 1A, a; Supplementary file 1; the top 40 upregulated genes: Figure 1—figure supplement 1A). We applied the gene set enrichment analysis (GSEA) to all differentially expressed genes (DEGs; up- and downregulation), using the Hallmark genes database (Figure 1A, b). Genes of the NF-κB pathway activated by TNFα were the most highly represented group upon statin treatment (Figure 1A, b, c). Similarly, MCD-treated macrophages showed an identical, highly represented group, i.e., NF-κB pathway activated by TNFα (Figure 1B, a–c; Supplementary file 2). The top 40 upregulated genes are in Table 1. This analysis suggests that cholesterol depletion induces activation of NF-κB pathways in macrophages. Additional analysis, using a mouse transcriptional regulatory network database (Han et al., 2018; Zhou et al., 2019), also identified the *Nfkb1* as the top transcription factor (TF) in the promoters of genes upregulated by statins or MCD treatment (Figure 1—figure supplement 1A, B). Genes downregulated by statins, on another hand, are less enriched in TFs (Figure 1—figure supplement 1C). In fact, MCD treatment produced no enrichment of TFs among downregulated genes. Together, the RNA-sequencing data suggest that reducing cholesterol in macrophages primarily activates NF-κB pathways to enhance gene expression.

**Figure 1.**
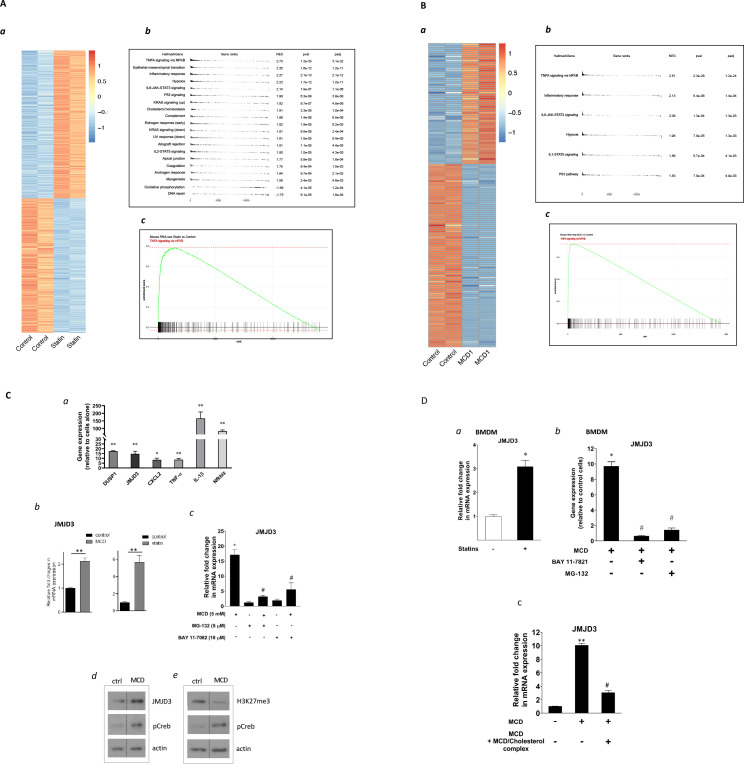
Satins upregulates the expression of *Jmjd3* in macrophages through NF-κB. (**A**) Statins activate NF-κB pathways in RAW 264.7 cells. (**a**) Heatmap of differentially expressed genes with or without statin (lovastatin, 7 + 200 µM mevalonate; 2 days). (**b**) Pathways identified by gene set enrichment analysis (GSEA) of differentially expressed genes in (**a**). (**c**) The details of most highly represented pathway, TNFA signaling vis NF-κB. (**B**) Methyl-β-cyclodextrin (MCD) activate NF-κB pathways in RAW 264.7 cells. (**a**) Heatmap of differentially expressed genes with or without MCD (5 mM, 1 hr). (**b**) Pathways identified by GSEA of differentially expressed genes in (**a**). (**c**) The details of most highly represented pathway, TNFA signaling vis NF-κB. (**C**) Statins and MCD upregulate *Jmjd3* in RAW 264.7 cells. (**a**) Reverse transcriptase quantitative PCR (RT-qPCR) of genes with or without MCD (5 mM; 1 hr). (**b**) *Jmjd3* gene expression in MCD- or statin-treated RAW 264.7 macrophages. (**c**) Effect of NF-κB inhibitors, MG-132 (5 µM) and BAY11-7082 (10 µM) on *Jmjd3* expression in MCD-treated RAW macrophages. (**d**) Western blotting of JMJD3 protein expression and (**e**) levels of H3K27Me3 in macrophages treated with 5 mM MCD (1 hr). The pCREB was used as internal control for cholesterol depletion and actin a loading control. Original blots are in source data. (**D**) Statin/MCD upregulates *Jmjd3* in bone marrow-derived macrophages (BMDMs). (**a**) *Jmjd3* gene expression in statin-treated BMDMs (10 µM pravastatin + 200 µM mevalonate; 2 days). (**b**) Effect of NF-κB inhibitors, MG-132 [5 µM] and BAY11-7082 [10 µM], on *Jmjd3* expression in MCD-treated BMDMs. (**c**) *Jmjd3* expression in cholesterol repletes MCD-treated macrophages. Graphs are representative of 3 independent experiments with 3 replicates per condition and are presented as means ± standard deviation (SD). Statistical analysis was performed using unpaired, two-tailed Student’s *t*-test. An asterisk (*) or double asterisks (**) indicate a significant difference with p < 0.05 and p < 0.001, respectively. A hashtag (#) indicates a significant difference between MCD without or with inhibitors, p < 0.05. Figure 1—source data 1.Original scanned films of western blots for Figure 1C,d. Figure 1—source data 2.Original scanned films of western blots for Figure 1C,e.

**Figure 1—figure supplement 1.**
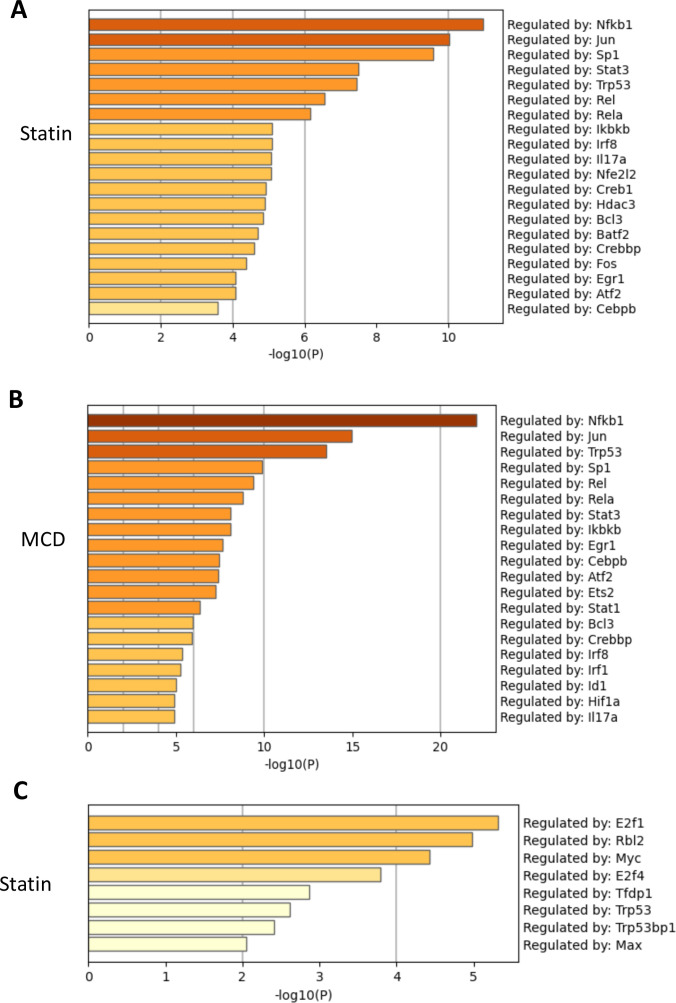
Cellular cholesterol contents regulate NF-κB pathway. RAW macrophages were treated with methyl-β-cyclodextrin (MCD) or statins, and RNA-seq was performed as in Figure 1. TF regulatory pathways of activated genes were analyzed using Metascape; top TFs employed by either lovastatin (**A**) (7 + 200 µM mevalonate) or MCD (**B**) (5 mM, 1 hr). The genes downregulated by statin is analyzed in (**C**). No TF is identified in MCD downregulated genes.

**Figure 1—figure supplement 2.**
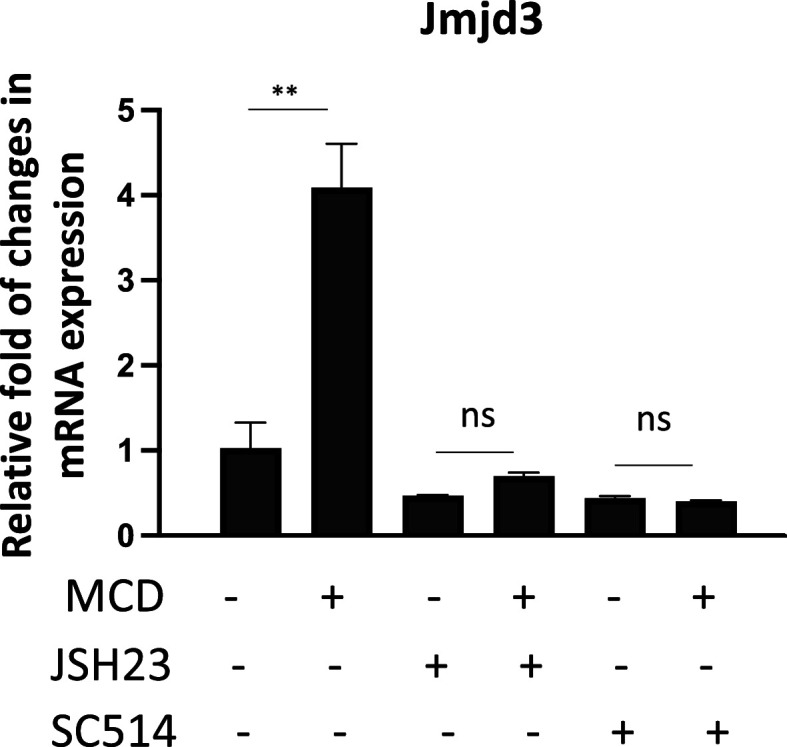
The expression of *Jmjd3* activated by methyl-β-cyclodextrin (MCD) requires NF-κB activity. Effect of NF-κB inhibitors, JSH23 (10 µM) and SC514 (10 µM), on *Jmjd3* expression in MCD-treated RAW macrophages. Graphs are representative of 3 independent experiments with 3 replicates per condition and are presented as means ± standard deviation (SD). Statistical analysis was performed using unpaired, two-tailed Student’s *t*-test. Double asterisks (**) indicates a significant difference p<0.001.

**Figure 1—figure supplement 3.**
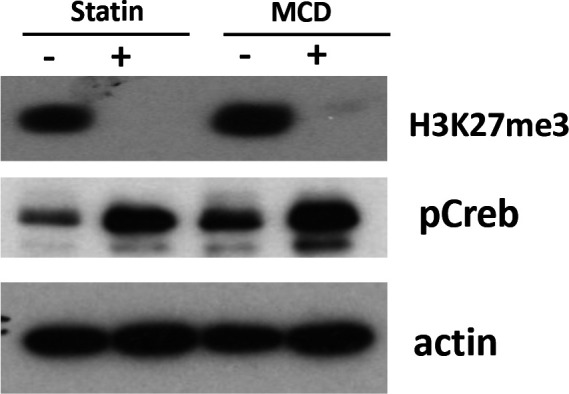
Levels of H3K27Me3 are decreased in macrophages treated with statin or methyl-β-cyclodextrin (MCD) (lovastatin, 7 + 200 µM mevalonate; 2 days) or MCD (5 mM, 1 hr). The pCREB was used as internal control for cholesterol depletion and actin a loading control. Original blots are in source data. Figure 1—figure supplement 3—source data 1.Original scanned films of western blots for Figure 1—figure supplement 3.

**Table 1.** Upregulated genes (top 40) by statin (A) and methyl-β-cyclodextrin (MCD) (B). RNA-seq was performed in statin- or MCD-treated macrophages. For genes upregulated (log_2_ >1) (Supplementary file 1), the top 40 upregulated genes by both statin and by MCD.

Gene names	log_2_ fold change	p value	p_adj_
Pgf	10.13651906	8.87E−12	1.50E−10
Rab15	9.393223225	4.73E−10	6.56E−09
Sphk1	8.930573917	1.11E−09	1.45E−08
Cplx2	8.774337587	1.02E−08	1.15E−07
Edn1	8.701794125	4.44E−10	6.21E−09
Dok7	8.435798979	0.000000194	1.79E−06
Pdcd1	7.677598898	0.00000317	0.000023229
Bdkrb2	7.485212923	0.00000921	0.000061728
Pdpn	7.245557725	8.11E−10	1.09E−08
Nr4a3	6.905154247	8.81E−17	2.79E−15
Dusp8	6.790646438	4.60E−46	1.27E−43
Areg	6.694617375	9.88E−11	1.48E−09
Gm13889	6.67201557	1.19E−33	1.55E−31
Ptpn14	6.580623988	9.83E−13	1.91E−11
Hgfac	6.329990066	0.0000575	0.00031881
Clec4n	6.157949617	1.52E−114	4.62E−111
Mylk2	6.131939756	0.00163753	0.0060117
Socs2	6.088256349	0.00180709	0.00656174
Hr	6.018030298	8.71E−42	2.08E−39
Arntl2	6.016235026	0.00019782	0.00095687
Esyt3	6.006389797	0.00297479	0.01010416
Arhgef26	5.979707067	0.00654321	0.01983335
Itgb3	5.924269828	0.00404747	0.01320581
Tnfrsf9	5.761582722	2.79E−09	3.42E−08
Hbegf	5.737032919	1.23E−16	3.81E−15
Sema7a	5.586005669	0.00826075	0.02417248
Lrrc32	5.473546382	0.00000044	3.80E−06
Scn11a	5.408935346	0.01371225	0.03712608
\Prss35	5.402316379	0.01365624	0.0370148
Mustn1	5.257604938	0.000000142	1.35E−06
Rgs16	5.190735177	0.000000529	0.000004505
Clcf1	5.151265251	0.00361481	0.01196418
BC021614	5.075557852	0.00411785	0.01339593
Cxcl2	5.021314952	9.02E−191	1.10E−186
Fam20a	4.966798875	0.00741	0.02203267
Sp7	4.928788817	0.00615636	0.01883905
Gprc5a	4.927629461	6.27E−19	2.49E−17
Nfe2	4.875385857	1.23E−14	3.03E−13
Ccl3	4.847246887	1.61E−119	6.54E−116
Lamc2	4.837832794	1.68E−09	2.13E−08
Il1b	4.115965111	6.22E−29	1.71E−26
Cxcl2	3.962459756	0	0
Egr1	3.365911716	2.49E−125	2.10E−122
Tnf	3.306387647	1.50E−176	2.06E−173
Nfkbiz	3.259909052	0	0
Arc	3.021670065	2.13E−30	6.18E−28
Ier3	2.897093474	4.02E−153	4.43E−150
Zfp36	2.853262721	1.29E−157	1.57E−154
Lif	2.748205257	1.80E−10	2.18E−08
Dusp2	2.627829764	7.14E−129	6.55E−126
Tnfaip3	2.585932017	2.15E−279	7.87E−276
Egr2	2.32626986	2.58E−46	9.46E−44
Ier2	2.034656801	2.63E−262	7.24E−259
Dusp1	1.977596852	6.88E−109	4.45E−106
Junb	1.950358114	5.59E−74	2.80E−71
Btg2	1.92138967	3.61E−204	7.94E−201
Pde4b	1.920348453	8.18E−87	4.50E−84
Dusp5	1.918194267	6.50E−27	1.75E−24
Maff	1.891310296	8.36E−41	2.70E−38
Ppp1r15a	1.878276549	6.16E−121	4.84E−118
Ptgs2	1.775605515	1.44E−201	2.63E−198
Phlda1	1.775056479	1.24E−13	1.90E−11
Nfkbid	1.673557595	4.68E−111	3.22E−108
Fos	1.629250783	1.79E−146	1.79E−143
Nfkbia	1.595064568	7.69E−196	1.21E−192
Nr4a1	1.580570737	3.42E−42	1.18E−39
Socs3	1.571871776	9.72E−66	4.11E−63
Gdf15	1.555447107	0.0000514	0.00317852
Pim1	1.547649464	5.43E−108	3.32E−105
Zc3h12a	1.524253928	7.40E−92	4.28E−89
Egr3	1.494163502	5.44E−20	1.13E−17
Osm	1.430409511	1.27E−22	3.10E−20
Myc	1.331901297	1.10E−10	1.35E−08
Gpr84	1.310067562	1.23E−18	2.42E−16
Traf1	1.30684728	4.76E−52	1.81E−49
Cxcl10	1.28466895	1.01E−15	1.76E−13
Hmgcs1	1.279756645	7.39E−07	6.25E−05
Errfi1	1.254057102	1.47E−38	4.63E−36
H2-K2	1.251411578	1.71E−17	3.24E−15
Ccrl2	1.214065207	1.41E−13	2.13E−11

We investigated several known NF-κB target genes using qPCR and noted that *Kdm6b*, encoding the H3K27me3 demethylase *Jmjd3* (De Santa et al., 2007), was among the upregulated genes (Figure 1C, a). Both statins and MCD enhanced *Jmjd3* expression (Figure 1C, b). This upregulation was abolished by several structurally unrelated NF-κB inhibitors (Figure 1C and c and Figure 1—figure supplement 2), confirming that *Jmjd3* is a NF-κB target (De Santa et al., 2009). We further confirmed that JMJD3 protein level is increased (Figure 1C, d) and that the level of H3K27me3, the substrate of JMJD3, is reciprocally decreased in MCD-treated macrophages - with reduced cholesterol (Figure 1C, e). The elevated level of phosphorylated Creb (pCreb) is an indicator of effective cholesterol reduction (Ma et al., 2012). Similar results were seen in macrophages treated with statins (Figure 1—figure supplement 3). In addition, mouse bone marrow-derived macrophages (BMDMs) responded to cholesterol reduction identically: *Jmjd3* is upregulated by statins or MCD in an NF-κB-dependent manner (Figure 1D, a, b). Lastly, to verify the specificity of cholesterol in *Jmjd3* upregulation, MCD/cholesterol complex was used to replenish cellular cholesterol in MCD-treated BMDMs. This reversed the *Jmjd3* upregulation by cholesterol reduction in BMDMs (Figure 1D, c). We conclude that statin/MCD upregulates *Jmjd3* in macrophages likely through cholesterol reduction and NF-κB activation.

### Reducing cholesterol in macrophages directly activates NF-κB

GSEA above identifies the NF-κB pathway as the top activated biological process in both statin- and MCD-treated macrophages (Figure 1A, B). We thus directly examined NF-κB activities in macrophages treated with statins or MCD. Using RAW-Blue cells containing an NF-κB reporter (Hansen et al., 2015), we observed elevated NF-κB activity when cells were treated with MCD or statins (Figure 2A, a, b). In addition, two known NF-κB target genes, *ll1b* and *Tnfa*, were upregulated by MCD and statins, respectively (Figure 2A c, d). Furthermore, blocking NF-κB function by inhibitors prevented the upregulation of *Il1b* and *Tnfa* by MCD (Figure 2A, e, f). Lastly, to understand the scope of NF-κB activation by statins or MCD, we directly compared the magnitude of *Il1b* and *Tnfa* expression by statins or MCD, with those by LPS. The effect of statins or MCD is much weaker than LPS: the changes in *Il1b* and *Tnfa* levels of expression by statin/MCD are less than 1% of those stimulated by LPS (Figure 2B, a, b). We conclude that cholesterol reduction in macrophages likely activates NF-κB. However, this activation of NF-κB is of low magnitude, and distinct from the more robust NF-κB activation stimulated by LPS.

**Figure 2.**
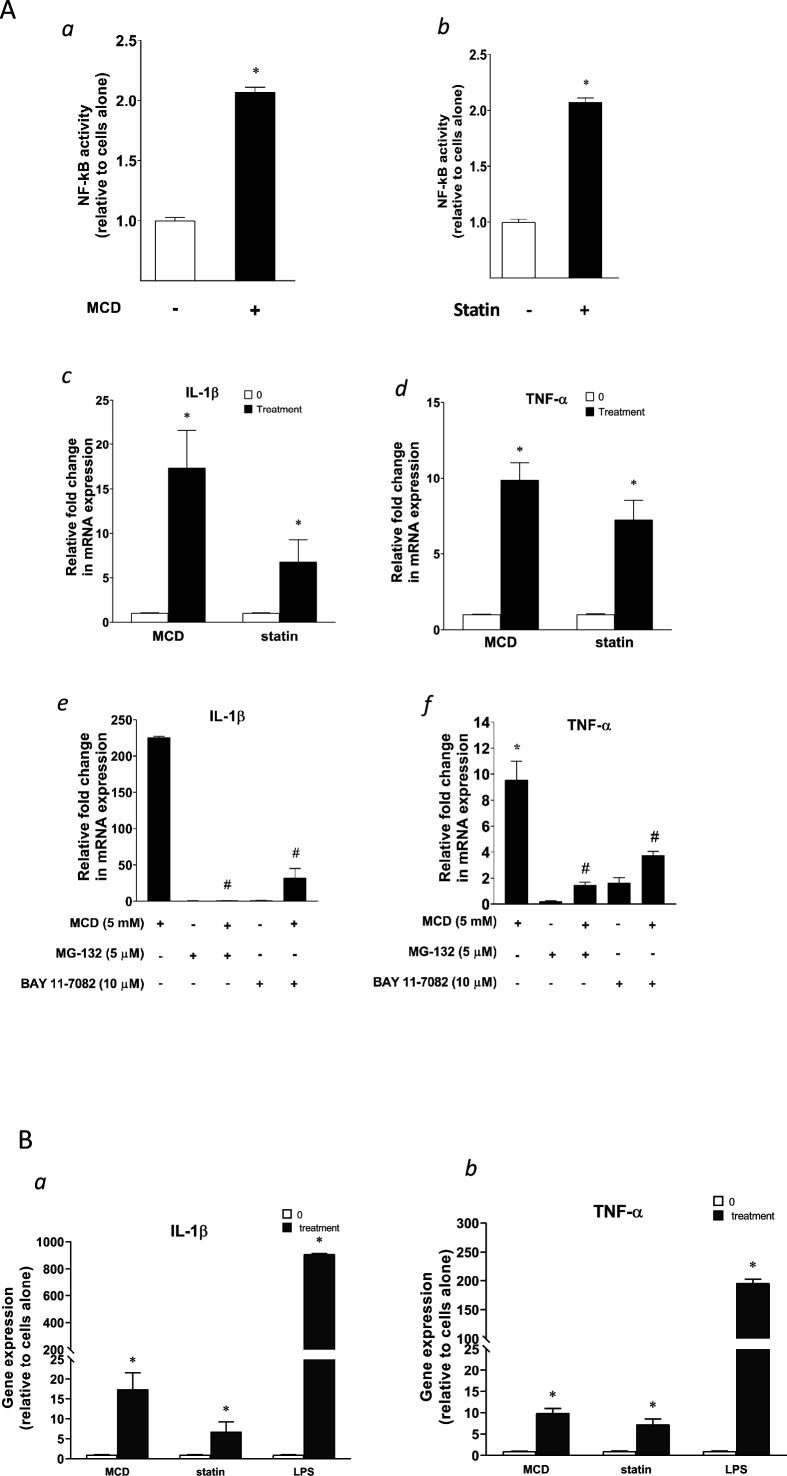
Cellular cholesterol contents regulate NF-κB pathway. (**A**) NF-κB activation by methyl-β-cyclodextrin (MCD) (**a**) and statins (**b**) using RAW blue macrophages. Reverse transcriptase quantitative PCR (RT-qPCR) of *Il1b* (**c**) and *Tnfa* (**d**) in RAW 264.7 cells with or without MCD (5 mM; 1 hr), or with or without (10 µM compactin + 200 µM mevalonate; 2 days). Effect of NF-κB inhibitors (MG-132 [5 µM] and BAY11-7082 [10 µM]) on *Il1b* (**e**) and *Tnfa* (**f**) expression in MCD-treated RAW 264.7 macrophages. (**B**) The gene expression activated by MCD, statin, or lipopolysaccharide (LPS). RT-qPCR of *Il1b* (**a**) and *Tnfa* (**b**) in RAW 264.7 cells with or without MCD (5 mM; 1 hr), simvastatin (10 + 200 µM mevalonate; 2 days) or LPS (100 ng/ml; 3 hr). Graphs are representative of 3 independent experiments with 3 replicates per condition and are presented as means ± standard deviation (SD). Statistical analysis was performed using unpaired, two-tailed Student’s *t*-test. An asterisk (*) indicates a significant difference with p < 0.05. A hashtag (#) indicates a significant difference between MCD without or with inhibitors with p < 0.05.

### Reducing cholesterol in macrophages decreases mitochondria respiration

We next explored potential mechanisms by which cholesterol reduction with statin/MCD activates NF-κB. In recent years, it has become evident that NF-κB can be activated by a metabolic shift in the cell from oxidative phosphorylation (OXPHOS) in the mitochondria to glycolysis in the cytoplasm (Tannahill et al., 2013; Jha et al., 2015). We therefore investigated whether statin/MCD modulates OXPHOS in macrophages to activate NF-κB. Using the extracellular flux analyzer (Seahorse), we found that 1 hr MCD treatment of BMDMs decreased overall resting mitochondrial oxygen consumption rate (OCR) (Figure 3A, a). Moreover, this decrease was entirely attributable to the suppression of the ATP synthase (Figure 3A, b), a protein embedded in the inner mitochondrial membrane (IMM) and a component of electron transport chain. Interestingly, the maximal respiration remains unchanged by MCD (Figure 3A, c). Statin treatment similarly decreased overall resting mitochondrial OCR (Figure 3B, a) and that of ATP synthase (Figure 3B, b). However, statins also lowered the maximal respiration (Figure 3B, c), possibly due to the 2-day treatment period required for the statin treatment. Overall, statin or MCD suppresses ATP synthase in macrophages.

**Figure 3.**
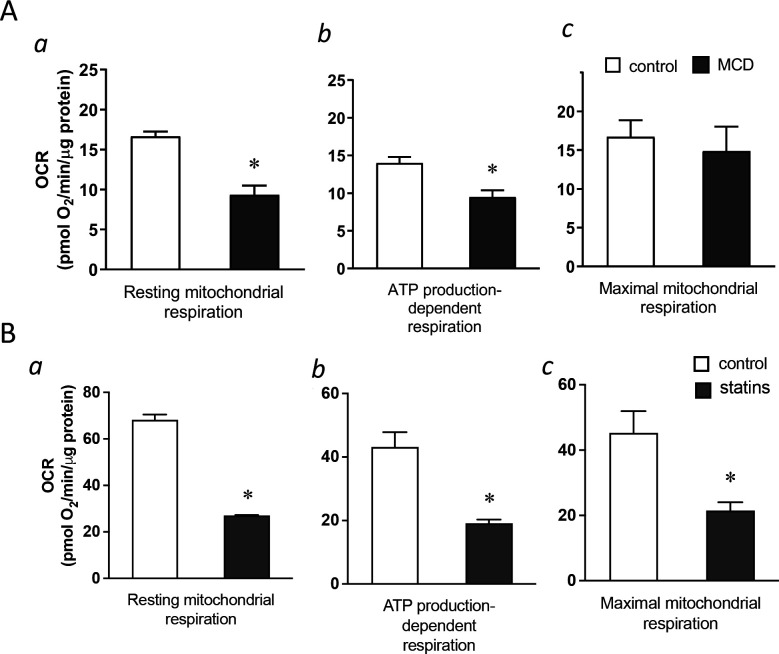
Cholesterol levels modulate mitochondrial respiration. (**A**) Mitochondrial oxygen consumption rates (OCRs) of bone marrow-derived macrophages (BMDMs) treated with 1 hr methyl-β-cyclodextrin (MCD) (5 mM) or without. (**a**) OCR for mitochondrial resting respiration. (**b**) OCR representing mitochondrial ATP production-linked respiration. (**c**) OCR representing maximal respiration. (**B**) Mitochondrial OCRs in BMDMs treated compactin or without compactin (10 + 200 µM mevalonate; 2 days). (**a**) OCR for mitochondrial resting respiration. (**b**) OCR representing mitochondrial ATP production-linked respiration. (**c**) OCR representing maximal respiration. Data are representative of 3 independent experiments with 3 samples per group and data are presented as mean ± standard deviation (SD). Statistical analysis was performed using unpaired, two-tailed Student’s *t*-test. An asterisk (*) indicates a significant difference, p < 0.05.

### Reducing cholesterol in macrophages results in lower cholesterol level in IMM, which suppresses ATP synthase activity

We next asked how cholesterol reduction by statin/MCD might influence the ATP synthase in the IMM. In mammalian cells, the majority of cholesterol is in the plasma membrane. However, all intracellular membranes, including those in the mitochondria, also contain cholesterol (Steck and Lange, 2010). Cholesterol distribution among cellular membranes is governed by a dynamic steady state (Lange and Steck, 2020), such that reduction in total cellular cholesterol content by statin or MCD will decrease cholesterol levels in all membranes, including those in the mitochondria (Lange et al., 2009). Levels of IMM cholesterol can be assessed by the activity of an IMM enzyme, sterol 27-hydroxylase (CYP27A1), which catalyzes the conversion of cholesterol to 27-hydroxycholesterol (27-HC) as a function of cholesterol availability in IMM (Li et al., 2006). The amount of 27-HC in macrophages thus directly reflects IMM cholesterol levels, if CYP27A1 remains constant (Lange et al., 2009). We found that *Cyp27a1* levels are significantly reduced by 2-day statin treatment (Figure 4—figure supplement 1) but remain steady after 1-hr MCD treatment (Figure 4A). We thus analyzed 27-HC contents by mass spectrometry on MCD-treated macrophages to assess the cholesterol levels in IMM. We found that the amount of cellular 27-HC was decreased in a dose-dependent manner after a 1-hr MCD treatment (Figure 4B), indicating a reduction in cholesterol levels in IMM by MCD. Statins decrease total cholesterol content in macrophages similar to MCD (Ma et al., 2012), which should then similarly lower cholesterol levels in IMM, even though this particularly assay could not be applied due to the changes in *Cyp27a1* expression described above.

**Figure 4.**
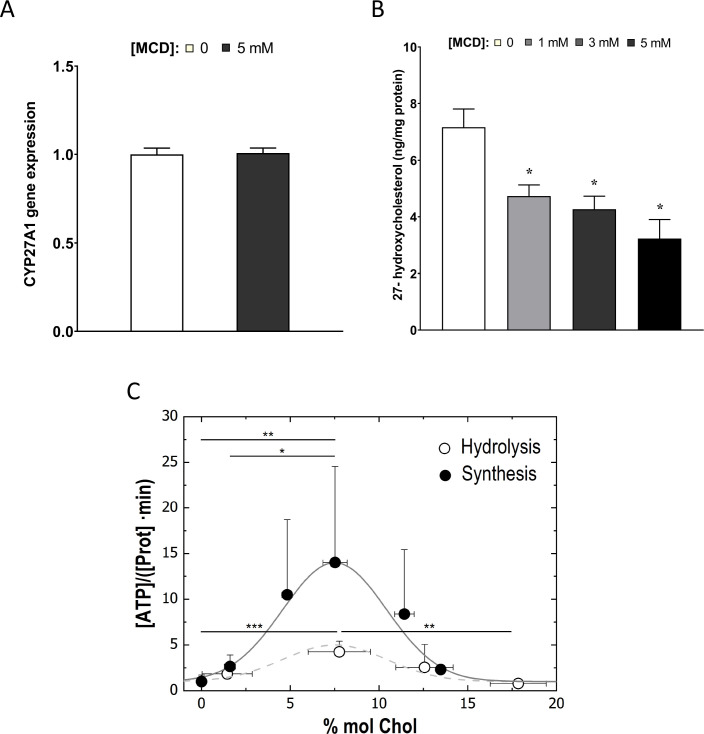
Cholesterol levels modulate the mitochondrial ATP synthase activity. (**A**) Sterol 27-hydroxylase, *Cyp27a1*, expression in 1 hr methyl-β-cyclodextrin (MCD)-treated and control RAW macrophages. (**B**) 27-Hydroxycholesterol (27-HC) analysis by ultraperformance liquid chromatography/electrospray ionization/tandem mass spectrometry. 27-HC levels were normalized to the protein content in the whole cell pellet. (**C**) ATP hydrolysis and synthesis in cholesterol-doped inner membrane vesicles (IMVs); ATP hydrolysis was performed by adding a total concentration of 2 mM ATP to 200 mM IMVs (lipid concentration) and incubated for 30 min. Concentration of phosphates from ATP hydrolysis was measured using the malaquite green assay. ATP concentration after synthesis was measured using ATP detection assay kit (Molecular Probes) with a luminometer GloMax-Multi Detection. Data in B are from 3 samples per group and data are presented as mean ± standard deviation (SD). An asterisk (*) indicates p < 0.05. Data in (**C**) are representative of at least two independent experiments with three replicates and presented as means ± SD. Statistical analysis was performed using the Tukey analysis of variance (ANOVA) test. (*), (**), and (***) indicate a significant difference with p < 0.05, 0.01, and 0.001, respectively.

**Figure 4—figure supplement 1.**
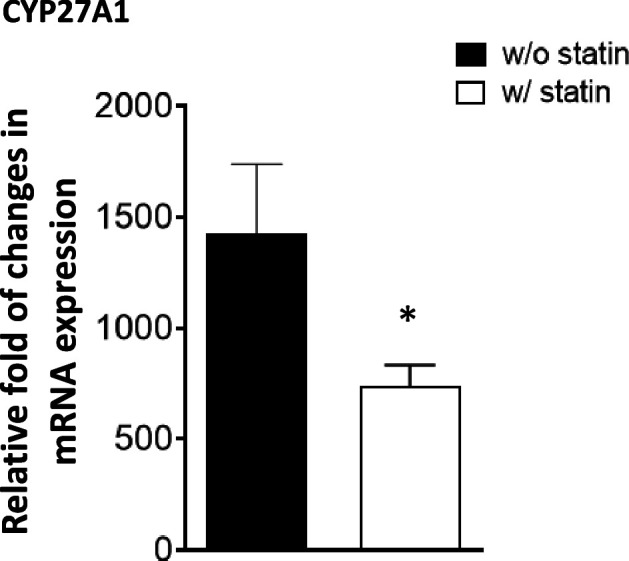
Sterol 27-hydroxylase, Cyp27a1, expression. RAW 264.7 macrophages were treated with compactin (7 + 200 µM mevalonate) for 2 days and the expression of Cyp27a1 analyzed. (*) indicates a significant difference with p < 0.01.

To understand precisely how cholesterol levels in the IMM might influence ATP synthase functions, we used an in vitro membrane system composed of mitochondria inner membrane vesicles (IMVs) from *Escherichia coli* (van der Does et al., 2003). *E. coli* inner membrane shares common features with those from mammalian cells (Meyer et al., 2018), including ATP synthase functions (Nirody et al., 2020), but lacks cholesterol or any other sterol derivative in their lipid composition (Sohlenkamp and Geiger, 2016). Various levels of cholesterol can be incorporated into the IMVs to assess the impact of cholesterol (Mahammad and Parmryd, 2015b). With this system, we observed that the activity of the ATP synthase, both in synthesis and hydrolysis mode, is highly sensitive to cholesterol concentration in the membrane: the highest activity is found in IMV with membrane containing 7% cholesterol; decreasing cholesterol from 7% cholesterol suppresses ATP synthase activities (Figure 4C). The steady-state IMM cholesterol level in mammalian cells is about 5% (Horvath and Daum, 2013). If MCD reduces cholesterol in IMM, as we show above (Figure 4B), ATP synthase activity should be suppressed, as we have seen in OCR (Figure 3A, b). Therefore, the in vitro experimental model is consistent with the notion that MCD lowers cholesterol in the IMM, which suppresses ATP synthase activity.

### Reducing cholesterol levels in macrophages alters proton gradients in the mitochondria to activate NF-κB and upregulate Jmjd3

We next studied the potential role of suppressed ATP synthase on NF-κB activation and *Jmjd3* upregulation. ATP synthase in the IMM uses proton flow from the inner space to the matrix to generate ATP (Figure 5A, a). As shown by extracellular flux analysis (Figure 3), MCD suppresses the activity of ATP synthase. This will lead to fewer protons flowing down from the inner space into the matrix and, consequently, more protons will be retained in the inner space in MCD-treated macrophages (Figure 5A, b), which could activate NF-κB (Mills et al., 2016). We tested this using carbonyl cyanide *m*-chlorophenyl hydrazine (CCCP), a mitochondrial proton ionophore that prevents proton buildup in the inner space (Lou et al., 2007; Figure 5A, c). Indeed, in the presence of CCCP, MCD failed to activate NF-κB (Figure 5B, a). CCCP also prevented MCD from upregulating IL-1β (Figure 5B, b). In addition, it abolished *Jmjd3* upregulation by MCD in RAW macrophages and BMDMs (Figure 5C, a, b), while cells remained fully viable (Figure 5—figure supplement 1A). Moreover, another structurally unrelated mitochondrion proton ionophore BAM15 (Kenwood et al., 2014) similarly abolished MCD-induced *Il1b* and *Jmjd3* expression (Figure 5—figure supplement 1a, b). We conclude that reducing cholesterol in macrophages suppresses ATP synthetase activity in the IMM, which likely activates NF-κB and upregulates *Jmjd3*.

**Figure 5.**
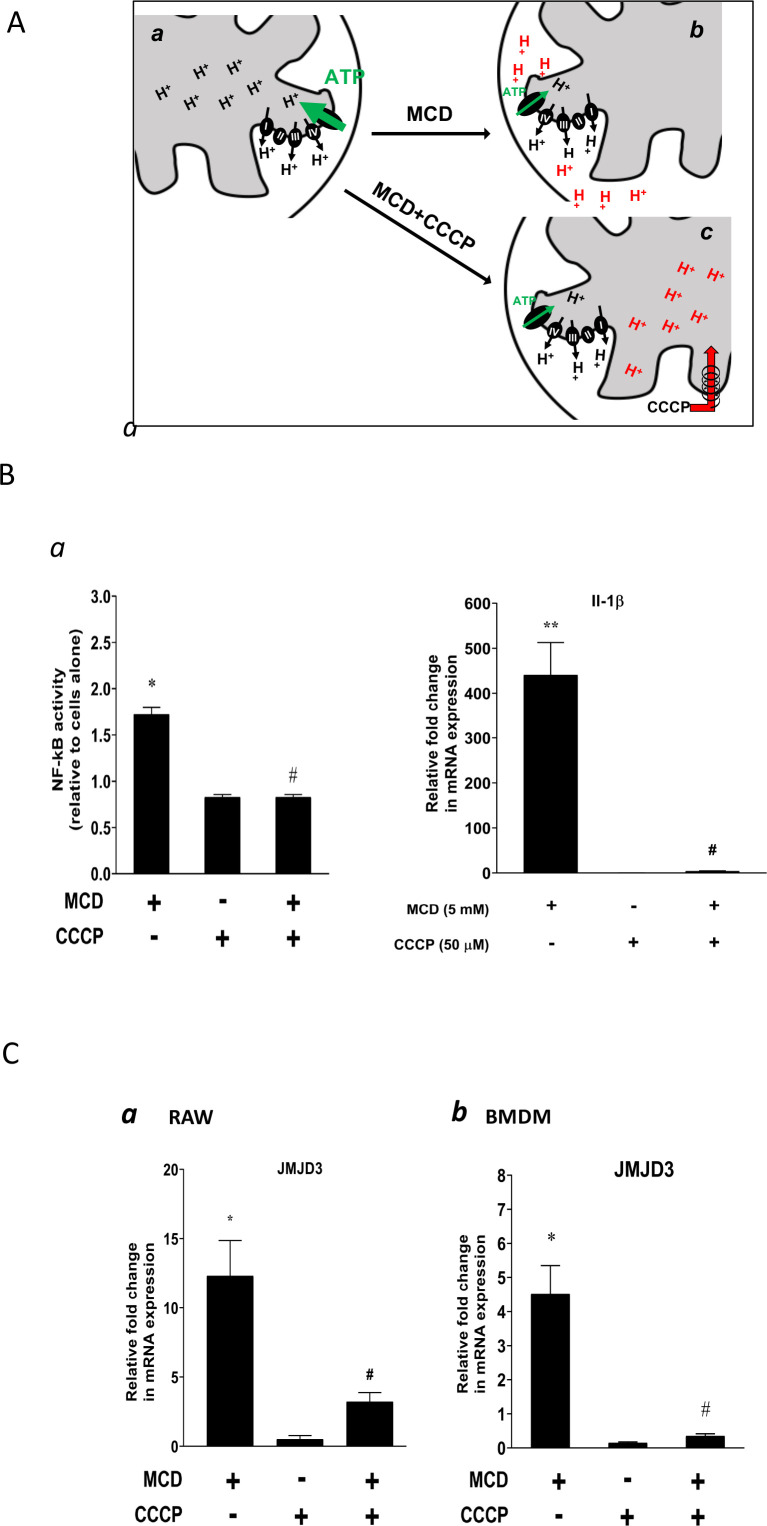
Effect of proton flux on NF-κB activation and *Jmjd3* expression in methyl-β-cyclodextrin (MCD)-treated cells. (**A**) Schematic of potential mechanism induced by MCD, and MCD/carbonyl cyanide *m*-chlorophenyl hydrazine (CCCP) on mitochondrial proton flux. (**B**) Effect of CCCP on NF-κB activity and *Jmjd3* expression: (**a**) on NF-κB activity in RAW blue macrophages (CCCP = 50 µM); (**b**) effect of CCCP on *Il1b* expression in RAW 264.7 macrophages (CCCP = 50 µM). (**C**) Effect of CCCP (**a**) on *Jmjd3* expression in RAW 264.7 macrophages (CCCP = 50 µM) and (**b**) on bone marrow-derived macrophages (BMDMs) (CCCP = 200 µM). Data are representative of 3 independent experiments with 3 samples per group and data are presented as mean ± standard deviation (SD). Statistical analysis was performed using unpaired, two-tailed Student’s *t*-test. Asterisks (*) and (**) indicate a significant difference with p < 0.05 and p < 0.001. A hashtag (#) indicates a significant difference between MCD without or with inhibitors with p < 0.05.

**Figure 5—figure supplement 1.**
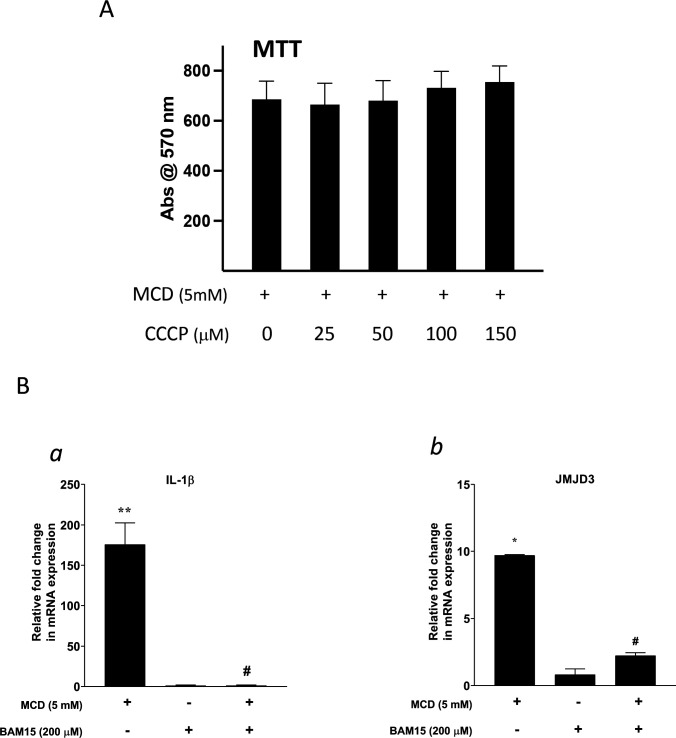
The effect of proton flux Inhibitors. (**A**) The toxicity of carbonyl cyanide *m*-chlorophenyl hydrazine (CCCP) by 3- (4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay. (**B**) Effect of BAM15 (200 µM) on Il1b (a) and Jmjd3 (b) gene expression in methyl-β-cyclodextrin (MCD)-treated RAW264.7 macrophages. Data are representative of 3 independent samples per condition and are presented as mean ± standard deviation (SD). Statistical analysis was performed using unpaired, two-tailed Student’s *t*-test. Asterisk (*) and hashtag (#) indicate a significant difference between MCD without or with inhibitors with p < 0.05; (**) indicates a significant difference with p < 0.01.

### Reducing cholesterol in macrophages alters chromatin structure

The NF-κB target gene *Jmjd3* primarily functions to demethylate H3K27me3, an abundant epigenetic mark associated with transcriptional repression (Klose et al., 2006). The upregulation of *Jmjd3* by statin/MCD is expected to decrease H3K27me3 levels, which should have an impact on the macrophage epigenome. We performed the assay for transposase-accessible chromatin with sequencing (ATAC-seq) to compare the transposase accessibility with or without MCD. 

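ATAC-seq uses the Tn5 transposase to cut open chromatin, so more reads at a site stand for higher accessibility. RAW macrophages, a mouse cell line, were left untreated or were treated for 1 hr with 5 mM MCD, a cyclic sugar that takes cholesterol out of membranes, with 2 samples per condition. The sample labels write the cell line's name with its digits in another order, and the paper's name is used here. The authors aligned the reads to GRCm38 with Bowtie2, removed duplicates with Picard, called peaks with MACS2 and compared the conditions in Diffbind. The paper's text does not name the normalization of the read numbers used in Diffbind, or whether reads were moved for the offset at which Tn5 cuts. The authors' deposited table lists 3812 intervals of equal width. Each has the authors' mean normalized reads per condition on the log2 scale, a log2 Fold, a p value and an FDR, and no FDR is above 0.0500. From the ratio of FDR to p value, about 85595 intervals had entered the authors' comparison. The values used here are not per sample. No spread between replicates could therefore be given, the depth of each sample is unknown from them, the scaling between samples could not be varied, and the authors' FDR is the only measure of replicate error. Fold was turned to MCD over control, so that intervals with a positive value are called gained and those with a negative value lost. Fold is closer to 0 than the difference between the authors' condition means, with a median of 0.95 against 1.39 over the gained intervals of the authors' deposited table. Each interval was assigned to the gene with the nearest transcription start site (TSS) in GENCODE M21 among transcripts with an Entrez identifier. Of the 1632 intervals that overlap a listed row of Supplementary file 3, 77.7% received the gene named there. Tests were run across intervals or genes, which are not replicates, and describe these 4 samples.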

We observed that MCD treatment significantly altered the genomic locations of open/close chromatin in macrophages (Figure 6A, a and Supplementary file 1). 

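After MCD, 2790 intervals of the authors' deposited table were gained and 1022 were lost, so that 73.2% were gained. At an FDR under 0.01 the authors' deposited table keeps 1607 gained and 399 lost intervals, which raises the gained share to 80.1%. The most gained interval of the authors' deposited table, with a log2 Fold of 3.01 (FDR = 3.88e-12), lies on chromosome 10 of GRCm38 from 111510163 to 111510363. It is intergenic, 3877 bp downstream of the TSS of Phlda1. The most lost interval of the authors' deposited table, with a log2 Fold of -1.91 (FDR = 4.52e-08), lies on chromosome 2 from 79089970 to 79090170. It is also intergenic, 165330 bp upstream of the TSS of Itga4. Within 3 kb of a TSS, the distance the paper sets for promoters, lay 301 of the gained intervals (10.8%) and 80 of the lost ones (7.83%). This gave an odds ratio of 1.42 (95% confidence interval 1.10 to 1.84, p = 0.00723, two-sided Fisher's exact test across intervals). The difference did not hold at an FDR under 0.01, where the odds ratio was 1.30 (p = 0.199, Fisher's exact test). With an absolute log2 Fold of at least 1, the alternative that moved it most, the odds ratio was 1.60 (p = 0.225, Fisher's exact test).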

Consistent with our RNA-seq studies, GSEA of all genes showing altered chromatin accessibility upon MCD treatment identified NF-κB pathway as the top biological process (Figure 6A, b, c). 

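The gained and lost intervals were assigned to 2613 genes, of which 1953 (74.7%) had at least 1 gained interval. Mouse Reactome gene sets were tested on these genes, and the Hallmark sets that the paper plots were not used here. Each of the 130 sets with 15 to 500 of these genes was tested for its share of genes with a gained interval (two-sided Fisher's exact test with Benjamini-Hochberg adjustment). No set had an adjusted p under 0.05, and the lowest adjusted p was 0.598. Since 74.7% of all genes had a gained interval, small sets could hardly pass with a share above that. In a set of 18 genes, 17 with a gained interval gave p = 0.0574 without adjustment (Fisher's exact test). Without adjustment, 2 sets had a p under 0.05, both with a share below that of all genes. In the set on signaling by ERBB4, 15 of 27 genes had a gained interval (odds ratio 0.418, p = 0.0266, Fisher's exact test). The 6 sets on Toll-like receptor cascades, which lead to NF-κB, had odds ratios from 0.522 (p = 0.146, Fisher's exact test) to 0.929. Several of them had the same counts, 11 of 15 genes, so the 6 sets are not separate evidence. They are also other sets than the Hallmark set on NF-κB that the paper reports, and do not test it. In the set on cytokine signaling in the immune system, 45 of 54 genes had a gained interval (odds ratio 1.71, p = 0.157, Fisher's exact test). These genes all have a differential interval, so the comparison is of gained with lost accessibility, and not with the rest of the genome.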

We also analyzed genes being opened by MCD: they predominantly have NF-κB family of TFs in promoters (Figure 6—figure supplement 1). 

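The reference sequence of each interval was searched on both strands for the consensus of the κB site, GGGRNWYYCC, to which the NF-κB family binds. It was present in 242 gained intervals (8.67%) and in 26 lost ones (2.54%). The odds ratio was 3.64 (95% confidence interval 2.41 to 5.49, adjusted p = 4.16e-12, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 12 motifs). With an absolute log2 Fold of at least 1, the alternative that moved it most, the odds ratio was 5.39 (p = 0.000438, Fisher's exact test), and with the looser consensus GGGRNNYYCC it was 2.56 (p = 4.79e-10, Fisher's exact test). Among intervals within 3 kb of a TSS, a subset chosen after the data were seen, 40 gained intervals (13.3%) and 4 lost ones (5.00%) held a κB site (odds ratio 2.91, p = 0.0475, adjusted p = 0.114 over the 12 motifs, Fisher's exact test). The AP-1 consensus, to which Jun and Fos bind, was present in 45.9% of the gained and 1.96% of the lost intervals, with an odds ratio of 42.5 (95% confidence interval 27.2 to 66.6, adjusted p = 1.50e-184, Fisher's exact test). The CRE consensus of CREB and ATF was present in 41 gained intervals and 0 lost ones. The PU.1 consensus was less frequent in gained intervals, at 4.66% against 15.9% of the lost ones (odds ratio 0.258, adjusted p = 1.02e-26, Fisher's exact test). Of the 12 motifs, 7 had an adjusted p under 0.05. A gained interval in intron 1 of Nfkb1 holds the κB site GGGACTTTCC on the minus strand of chromosome 3, from 135670770 to 135670779. The plus strand of GRCm38 around it, with 20 bp on each side, reads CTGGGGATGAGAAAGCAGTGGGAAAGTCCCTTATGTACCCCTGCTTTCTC. This interval has a log2 Fold of 2.45 (FDR = 7.69e-19) in the authors' deposited table.

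**Figure D1:**
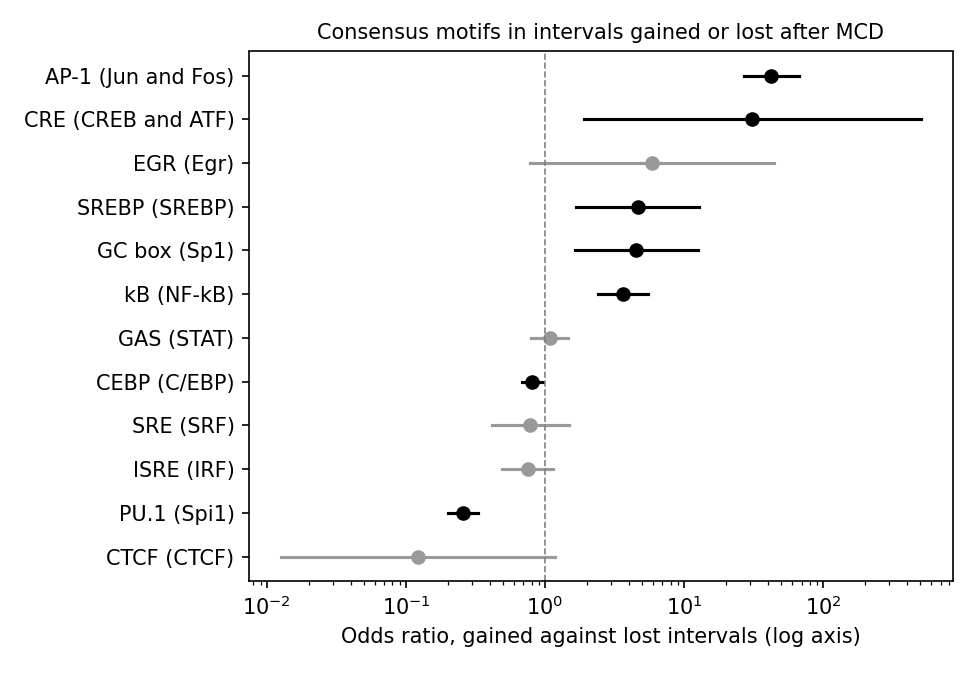
Odds ratio of 12 consensus motifs in gained against lost intervals, on a log axis, with bars for the 95% confidence interval; black marks an adjusted p under 0.05 and grey the rest, and the dashed line is an odds ratio of 1. The AP-1 motif has the highest odds ratio, 42.5, the κB motif lies at 3.64 and the PU.1 motif at 0.258.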

We then compared ATAC-seq with RNA-seq and identified overlaps genes, i.e., increased accessibility to transposase and higher expression (Supplementary file 4). 

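Of the 33 genes the paper lists in Supplementary file 4, 29 had at least 1 gained interval assigned to them. Those without one were Tnf, Nfkbid, Errfi1 and Nos2. When only intervals within 3 kb of a TSS were used, 7 of the 33 genes had a gained interval. The paper's RNA-seq list for MCD (Supplementary file 2) holds 274 upregulated and 46 downregulated genes, and 111 of the upregulated genes had a gained interval. Upregulated genes made up 5.68% of the genes with a gained interval and 2.12% of the 660 genes with lost intervals alone (odds ratio 2.78, 95% confidence interval 1.58 to 4.88, p = 8.45e-05, two-sided Fisher's exact test across genes). The difference kept its direction but lost its significance with only intervals of an absolute log2 Fold of at least 1 (odds ratio 2.22, p = 0.172, Fisher's exact test). The same held within 3 kb of a TSS (odds ratio 2.42, p = 0.391, Fisher's exact test). There, 4 and 2 upregulated genes had lost intervals alone, so these tests had little power. An expression change of at least 1 on the log2 scale moved it most, with 31 upregulated genes with a gained interval and 0 with lost intervals alone. The odds ratio was then 21.6 with 0.5 added to each cell (p = 0.000209, Fisher's exact test), and its size is uncertain. Of the genes differential in both experiments and with intervals of 1 direction, 101 were gained and upregulated, 14 lost and upregulated, 3 gained and downregulated, and 5 lost and downregulated. The odds ratio of this table was 12.0 (95% confidence interval 2.59 to 55.9, p = 0.00220, two-sided Fisher's exact test), and within 3 kb of a TSS it was 18.0 (p = 0.0666, Fisher's exact test). The lowest value among the alternatives was 9.30, with genes of both directions included by their interval with the smallest p value. The highest was 110, with an absolute log2 Fold of at least 1. There 0 genes were gained and downregulated, so 0.5 was added to each cell and the size is uncertain. Taking for each gene the interval with the smallest p value, the median log2 Fold was 1.09 over 125 upregulated genes and 0.82 over the other 2488 genes (two-sided permutation test across genes with 100000 resamples, p = 1e-05, the smallest they can give). The difference of medians was 0.27, and within 3 kb of a TSS it was 0.11 (permutation test, p = 0.285). With the mean Fold per gene over the same genes it was also 0.11 (permutation test, p = 0.0119). Much of its size therefore depends on taking the interval with the smallest p value. With an expression change of at least 1 on the log2 scale it was 0.45 (permutation test, p = 0.00326), the highest of the alternatives.

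**Figure D2:**
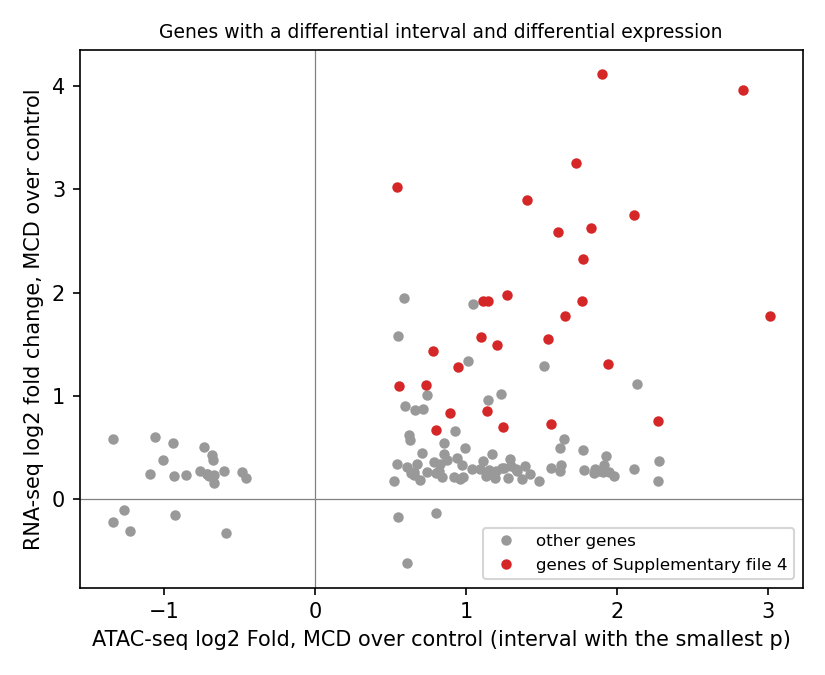
Log2 Fold of ATAC-seq accessibility (x axis, MCD over control, each gene's interval with the smallest p value) against the paper's RNA-seq log2 fold change (y axis, MCD over control) for the 133 genes differential in both, with the genes of Supplementary file 4 in red. There are 106 genes in the upper right and 5 in the lower left.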

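Jmjd3 (Kdm6b, ENSMUSG00000018476.7) lies on the minus strand of chromosome 11 of GRCm38 from 69398508 to 69413675. It had 1 gained interval, from 69409806 to 69410006, in intron 1 and 3669 bp downstream of the TSS. The mean normalized reads of this interval in the authors' deposited table are 157 in control and 243 after MCD, with a log2 Fold of 0.56 (FDR = 0.0118). It lies beyond the promoter distance, holds no κB consensus and does not pass an FDR of 0.01. The paper's RNA-seq value for Jmjd3 is a log2 fold change of 1.09 (standard error 0.0645). Il1b had 3 gained intervals assigned to it and Tnf had 0. The paper's RNA-seq log2 fold changes are 4.12 for Il1b and 3.31 for Tnf.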

Noticeably, *Jmjd3*, *Il1b*, and *Tnfa* are among those. Also, *Jmjd3* is the only gene with epigenetic modification function. 

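A list of 118 genes of chromatin-modifying enzymes and remodelers, fixed before the data were examined, was compared with the intervals. There were 14 with a gained interval and 8 with a lost one. Of the 14, both Jmjd3 and Kdm7a, another JmjC demethylase, are upregulated in the paper's RNA-seq list for MCD. The paper's log2 fold change for Kdm7a is 0.21 (standard error 0.0570, adjusted p = 0.00954), and Kdm7a is not among the genes of Supplementary file 4. Its gained intervals lie on chromosome 6, at 39226171 to 39226371 and at 39244083 to 39244283. They are intergenic, 19382 bp and 37294 bp upstream of the TSS. Their log2 Folds in the authors' deposited table are 0.84 (FDR = 0.00378) and 0.92 (FDR = 0.00209). At an FDR under 0.01 Kdm7a is the 1 chromatin gene left with both a gained interval and higher expression, and with an absolute log2 Fold of at least 1, or within 3 kb of a TSS, 0 are left. With an expression change of at least 1 on the log2 scale, a threshold applied here after the data were seen, Jmjd3 is the 1 left. The same holds with the TSS of all annotated genes, also chosen after the data were seen, where Kdm7a has no gained interval. The call of Kdm7a thus depends on the gene assignment. It remained with the TSS of protein-coding genes, also chosen after the data were seen. The authors' names in Supplementary file 3 give Kdm7a for its gained intervals too. Among the genes with lost intervals is Ep300, a histone acetyltransferase, whose intervals in the authors' deposited table have log2 Folds of -0.72 and -0.82 (FDR = 0.0379 and 0.00613).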

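Il1b (ENSMUSG00000027398.13) lies on the minus strand of chromosome 2 of GRCm38 from 129364570 to 129371139. The first of its gained intervals, from 129371102 to 129371302, covers the TSS. Its mean normalized reads in the authors' deposited table are 36.4 in control and 79.4 after MCD, with a log2 Fold of 0.83 (FDR = 0.0162). The second, from 129385395 to 129385595, is intergenic and 14256 bp upstream, and in the authors' deposited table its reads are 7.12 and 46.9, with a log2 Fold of 1.90 (FDR = 9.43e-05). The third, from 129410460 to 129410660, is intergenic and 39321 bp upstream, with a log2 Fold of 0.93 (FDR = 0.0232) in the authors' deposited table. None of them holds the κB consensus. Tnf (ENSMUSG00000024401.14), the gene of Tnfa, lies on the minus strand of chromosome 17 from 35199381 to 35202007. No differential interval lies within 50 kb of it, and the nearest one is 153919 bp away. The table used here holds differential intervals alone, so the reads at Tnf itself are not known from it.

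**Figure D3:**
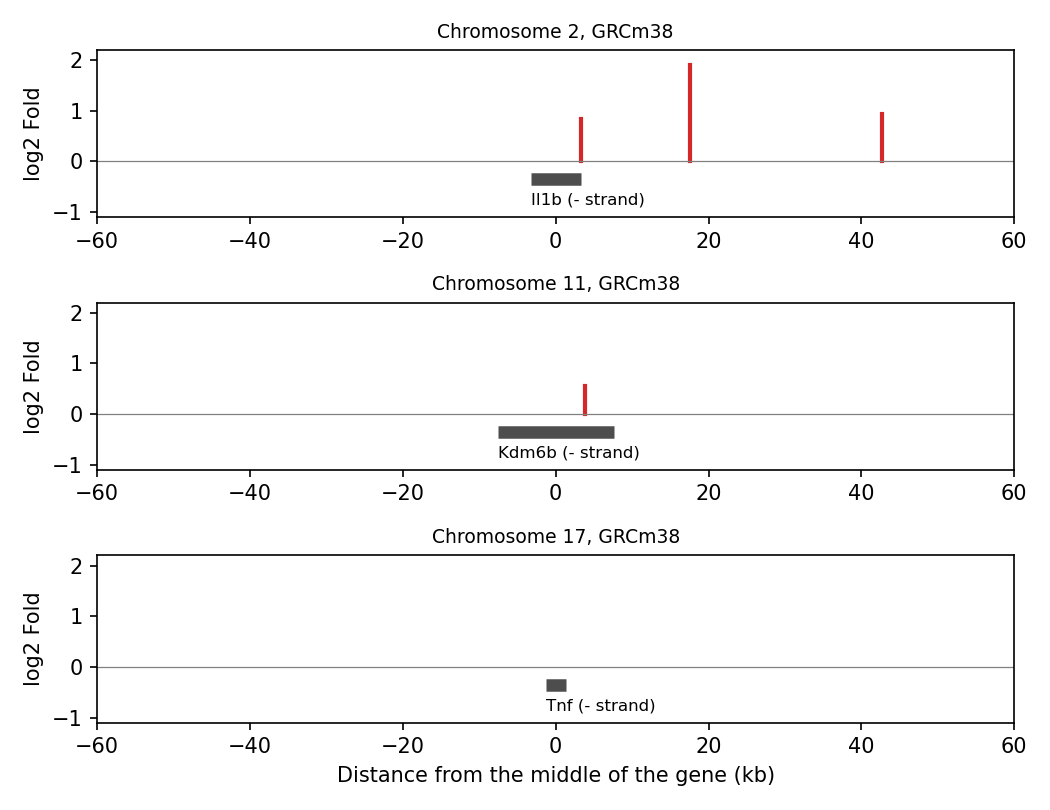
Map of the differential intervals assigned to Il1b, Jmjd3 (Kdm6b) and Tnf. The x axis is the distance from the middle of each gene in kb. The height of each red line is the authors' log2 Fold of MCD over control. Grey bars are the genes, and intervals assigned to other genes are not drawn. Il1b has 3 gained intervals, Jmjd3 has 1 and Tnf has 0.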

The details of *Il1b* and *Tnfa* are shown in Figure 6B. We conclude that the epigenome is altered by cholesterol reduction in macrophages.

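The differential intervals were spread over 20 chromosomes. The middle of the distribution in the authors' deposited table, from the 25th to the 75th percentile, covered absolute log2 Folds from 0.77 to 1.23 for gained intervals and from 0.64 to 0.89 for lost ones. An absolute log2 Fold of at least 1 was reached by 1244 gained and 144 lost intervals of the authors' deposited table. The median of the authors' mean normalized reads rose from 29.2 to 78.6 over the gained intervals of the authors' deposited table, and fell from 114 to 57.1 over the lost ones. The nearest TSS was at a median distance of 22369 bp from gained and 26870 bp from lost intervals. From its ATAC-seq data the paper concludes that cholesterol reduction alters the epigenome of macrophages.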

**Figure 6.**
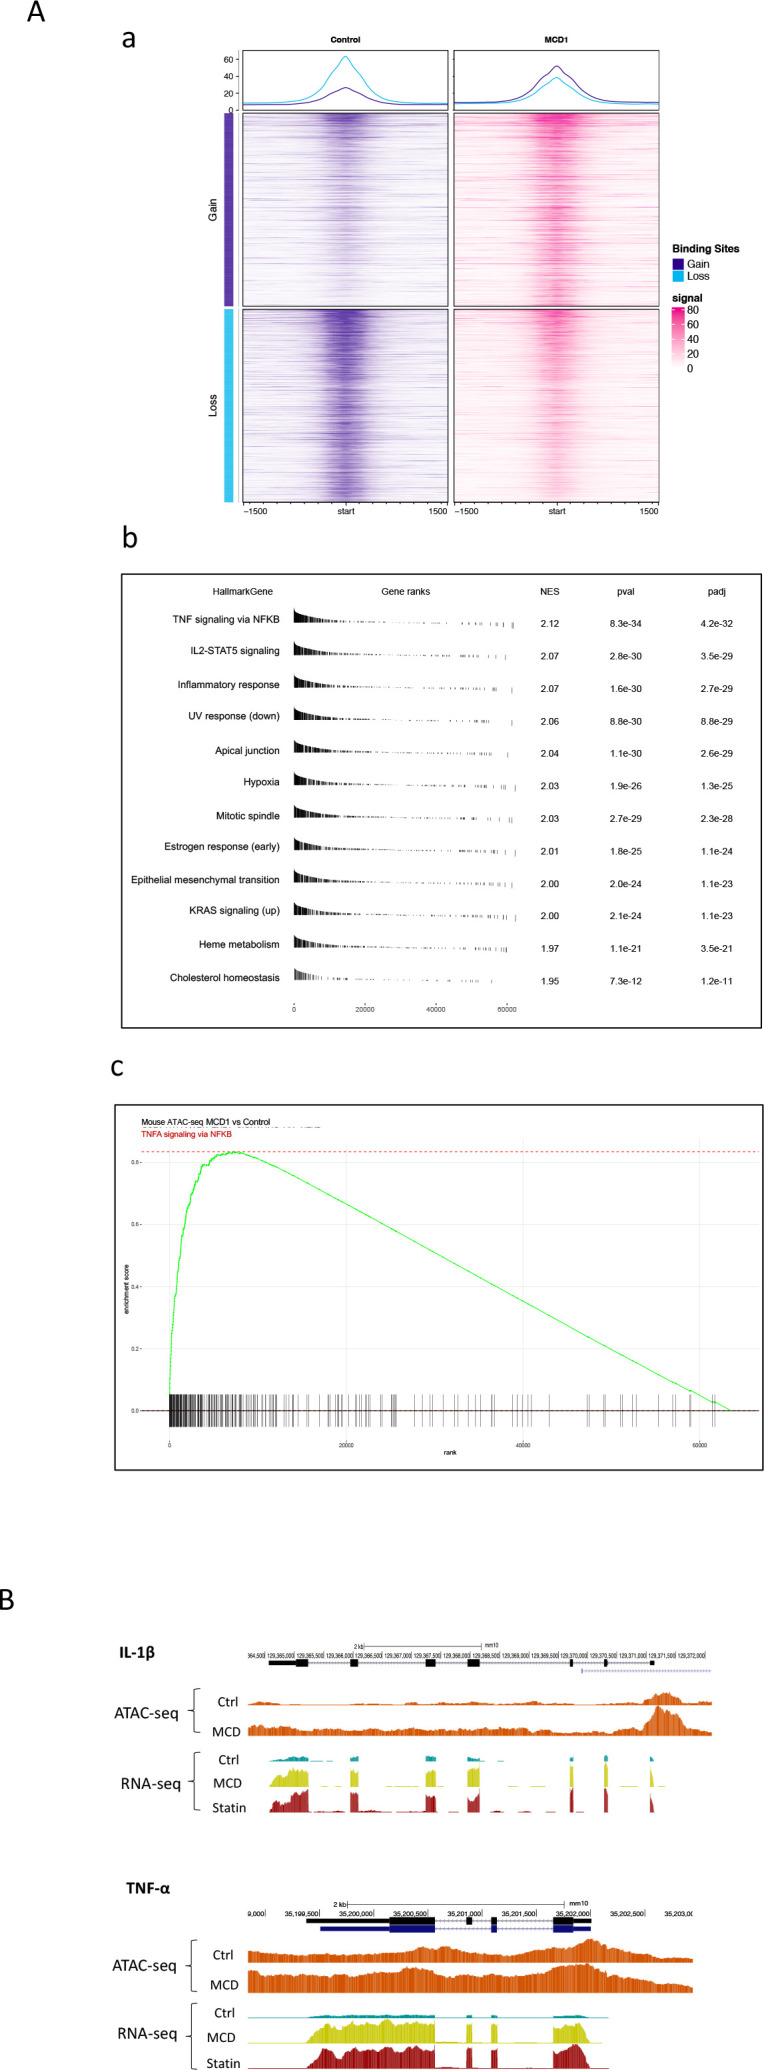
Cholesterol modulates macrophage epigenetic modifications. (**A**) ATAC-seq in control and methyl-β-cyclodextrin (MCD) (5 mM, 1 hr) treated RAW 264.7 macrophages. (**a**) Summit-centered heatmap of differentially accessible ATAC-seq signals. (**b**) Pathways identified by gene set enrichment analysis (GSEA) of differentially assessable genes in (**a**). (**c**) The details of most highly represented pathway, TNFA signaling vis NF-κB. (**B**) ATAC- and RNA-seq profiles alignment from ATAC- and RNA-seq for the genomic loci of *Il1b* (top) and *Tnfa* (bottom).

**Figure 6—figure supplement 1.**
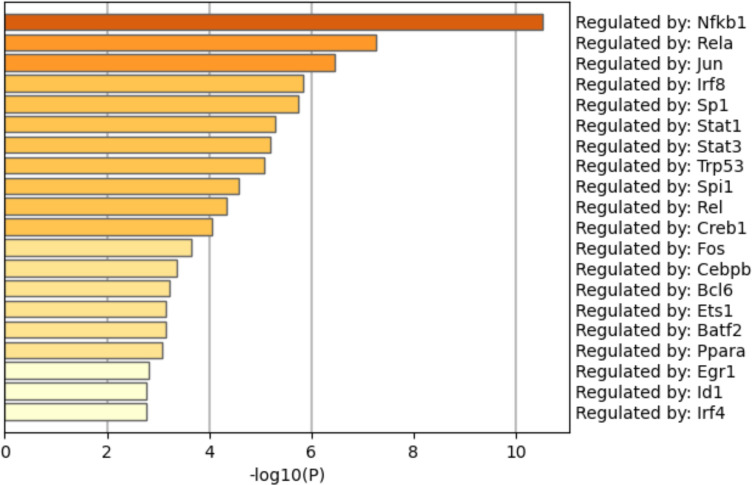
Pathway analysis among the genes opened by methyl-β-cyclodextrin (MCD) in ATAC-seq. Regulatory pathways of genes opened by MCD were analyzed using Metascape.

### Reducing cholesterol promotes anti-inflammatory responses in activated macrophages

The reconfigured epigenome upon cholesterol depletion could poise resting macrophages for different inflammatory responses. We therefore tested inflammatory responses in statin-treated macrophages with LPS (classically activated or M1 phenotype) or with IL-4 (alternatively activated or M2 phenotype). Macrophages were treated with statins or without and then stimulated by LPS. RNA-seq was performed. Cholesterol reduction by statins altered a large number of genes, up or down, in LPS-stimulated macrophages (Figure 7A, a; Supplementary file 5). Gene Ontology (GO) analysis of genes with decreased expression upon statin treatment revealed that statins primarily suppress inflammatory processes (Figure 7A, b), while genes involved in cellular homeostatic functions were upregulated (Figure 7A, c). More specifically, in BMDMs activated by LPS, statin treatment led to suppressed expression of proinflammatory cytokines (*Il1b*, *Tnfa*, *Il6*, and *Il12*), but enhanced expression of anti-inflammatory cytokine *Il10* (Figure 7B). When BMDMs were activated alternatively by IL-4, statin treatment promoted the expression of IL-4 target genes *Arg1*, *Ym1*, and *Mrc1* (Figure 7C). The enhanced expression of the anti-inflammatory genes (*Arg1*, *Ym1*, *Mrc1*, and *Il10*) by statins in activated macrophages, both M1 and M2, was also correlated with the removal of H3K27me3, a repressive marker and the substrate of JMJD3 in resting macrophages (Figure 7D). Thus, experimental evidence supports the notion that cholesterol reduction by statins in macrophages leads to less proinflammatory responses to LPS, but higher expression of anti-inflammatory genes, such as these activated by IL-4, correlated with H3K27me3 removal (Liu et al., 2017).

**Figure 7.**
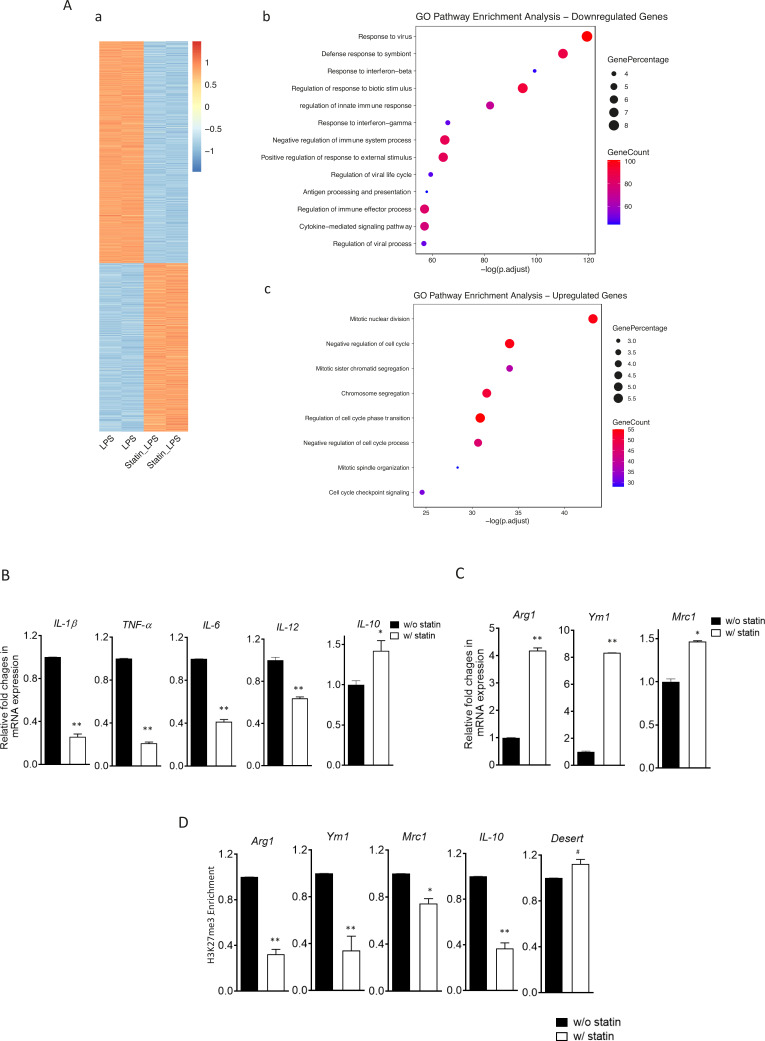
Statins supress proinflammatory cytokines and enhance anti-inflammatory factors in lipopolysaccharide (LPS)- or IL-4-activated macrophages. (**A**) RAW 264.7 macrophages treated with statins (lovastatin, 7 + 200 µM mevalonate; 2 days) or without were stimulated with LPS (100 ng/ml) for 3 hr. (**a**) Heatmap of differentially expressed genes by statins. (**b**) Gene Ontology (GO) analysis of downregulated genes by statins. (**c**) GO analysis of upregulated genes by statin. (**B**) Bone marrow-derived macrophages (BMDMs) treated with or without compactin (10 + 200 µM mevalonate; 2 days) are stimulated by LPS (50 ng/ml, 3 hr). Gene expressions are analyzed by qPCR. (**C**) BMDMs treated with or without compactin are stimulated by IL-4 (20 ng/ml, 6 hr) and gene expressions are analyzed by qPCR. (**D**) Chromatin-immunoprecipitation (ChIP) analysis of H3K27me3 in BMDMs with or without compactin treatment. The inactive gene *desert* is used as input control. Data are representative of at least 2 independent experiments with 3 samples per group and data are presented as mean ± standrad deviation (SD). Statistical analysis was performed using unpaired, two-tailed Student’s *t*-test. Asterisks (*) and (**) indicate a significant difference with p < 0.05 and p < 0.001. A hashtag (#) indicates not significant.

### Anti-inflammatory responses by cholesterol reduction in macrophages rely on Jmjd3 and its demethylase activities

Jmjd3 belongs to the JmjC demethylase family that requires α-ketoglutarate (α-KG) as co-factor to demethylate histone (Liu et al., 2017). Noticeably, *Jmjd3* (*Kdm6b*) is the only gene member of the JmjC family upregulated by MCD in macrophages and, importantly, the expression of closely related *Utx* (*Kdm6a*) is not changed by cholesterol reduction (Figure 8A, a). This presented an opportunity to specifically probe the involvement of *Jmjd3* demethylation activity in suppressing *Tnfa* yet raising *Il10* expression by MCD. *Jmjd3* expression is increased with MCD in a concentration-dependent manner (Figure 8—figure supplement 1). When subsequently stimulated by LPS, MCD-treated macrophages dose-dependently express less *Tnfa*, but more *Il10*: the ratio of *Il10*/*Tnfa* rises with MCD concentrations (Figure 8A, b, white bars). However, if glutamine, the precursor of α-KG (Liu et al., 2017), is absent in the medium, there is little change in the ratio of *Il10*/*Tnfa* (Figure 8A, b, black bars), regardless of MCD concentration. Furthermore, if the demethylase activity of Jmjd3 is inhibited by a specific inhibitor GSKj4 (Kruidenier et al., 2012), the ratio of *Il10*/*Tnfa* also failed to rise upon MCD treatment (Figure 8A, c). BMDMs similarly modify their response upon glutamine availability. When stimulated by LPS, MCD-treated BMDMs rise *Il10*/*Tnfa* ratio, dependent on glutamine: *Il10*/*Tnfa* fails to increase by MCD in the absence of glutamine (Figure 8B, a). Glutamine is also necessary for MCD to boost IL-4-targeted *Arg1* (Figure 8B, b). We next used shRNA to knockdown *Jmjd3* (*Jmjd3* KD) (Figure 8—figure supplement 2) and tested its impact on statin-treated macrophages. When activated by LPS, statin-treated *Jmjd3* KD macrophage failed to raise *Il10*/*Tnfa* ratio (Figure 8C, a). *Jmkd3* KD also abolished the rise of *Arg1* by statin when stimulated by IL-4 (Figure 8C, b). Together, we conclude that *Jmjd3* and its demethylase activity are necessary to promote the expression of anti-inflammatory elements upon cholesterol in macrophages.

**Figure 8.**
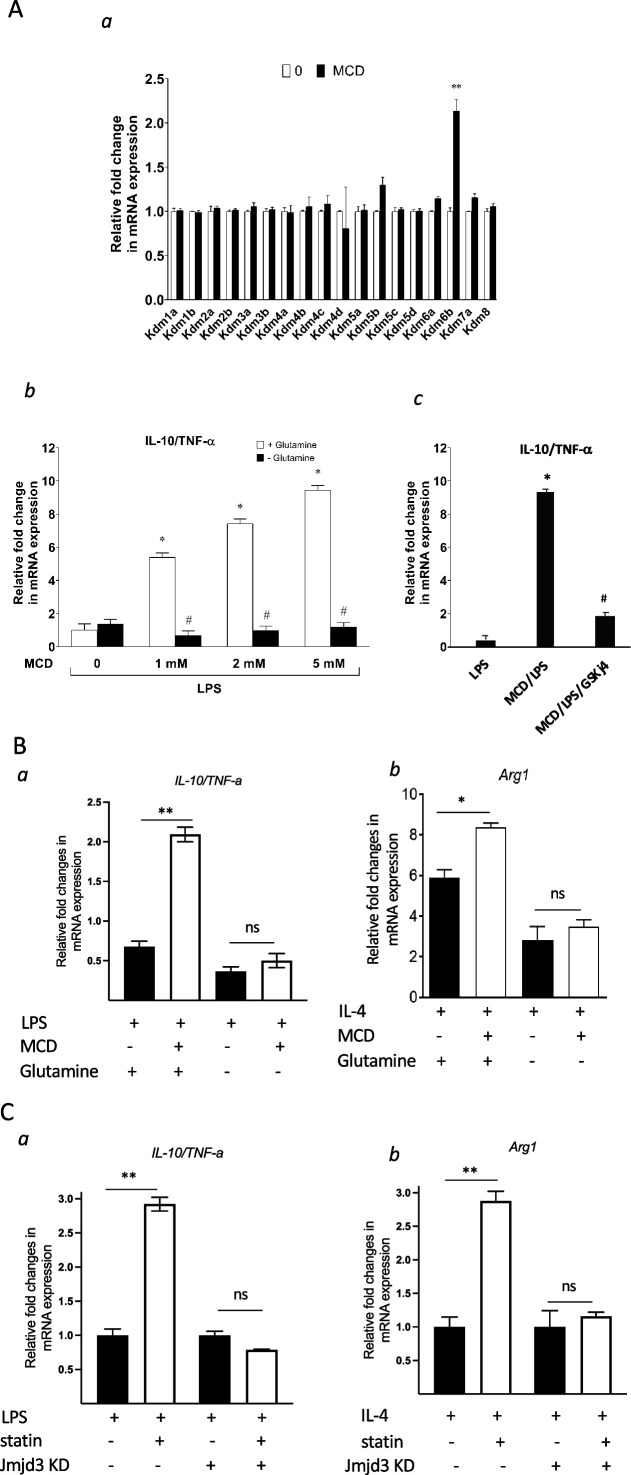
Cholesterol reduction suppresses proinflammatory phenotypes and enhances the expression of anti-inflammatory factors, depending on *Jmjd3* and its enzymatic activity. (**A**) RAW macrophages were treated with methyl-β-cyclodextrin (MCD) (5 mM, 1 hr). (**a**) The expression of JmjC demethylase family with or without MCD treatment. (**b**) After lipopolysaccharide (LPS) stimulation (100 ng/ml, 3 hr), in the presence of glutamine or without, the expression of *Il10* and *Tnfa* was analyzed by qPCR to generate the ratio of *Il10*/*Tnfa*. (**c**) Effect of GSJK4, a JMJD3 inhibitor, on *Il10*/*Tnfa*. (**B**) (**a**) Bone marrow-derived macrophages (BMDMs) treated with or without MCD are stimulated by LPS (50 ng/ml, 3 hr) in the presence of glutamine or without. Expression of *Il10* and *Tnfa* was analyzed by qPCR to generate the ratio of ratio of *Il10*/*Tnfa.* (**b**) BMDMs treated with or without MCD are stimulated by IL-4 (20 ng/ml, 6 hr) and expression of *Arg1* is analyzed by qPCR. (**C**) wt and *Jmjd3* KD RAW macrophages were treated with compactin (10 + 200 µM mevalonate; 2 days) and then stimulated with LPS (100 ng/ml, 3 hr) or IL-4 (20 ng/ml, 6 hr). Expression of *Il10* and *Tnfa* (**a**) or *Arg1* (**b**) was analyzed by qPCR. Data are representative of 3 independent experiments with 3 samples per group and data are presented as mean ± standard deviation (SD). Statistical analysis was performed using unpaired, two-tailed Student’s *t*-test. Asterisks (*) and (**) indicate a significant difference with p < 0.05 and p < 0.001. A hashtag (#) indicates a significant difference between MCD without or with glutamine with p < 0.05.

**Figure 8—figure supplement 1.**
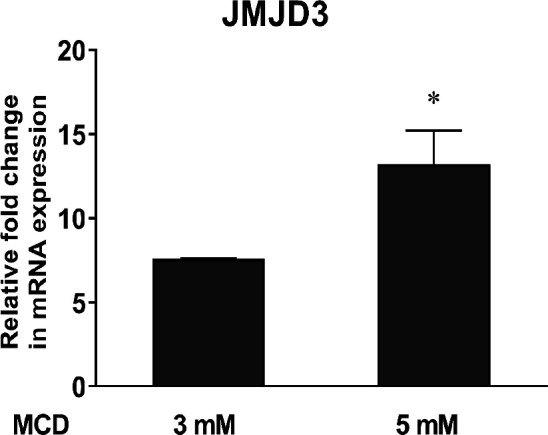
Expression of the Jmjd3. In 264.7 macrophages with increasing doses of methyl-β-cyclodextrin (MCD) (mean ± standard deviation [SD]). An asterisk (*) indicates a significant difference with p < 0.01.

**Figure 8—figure supplement 2.**
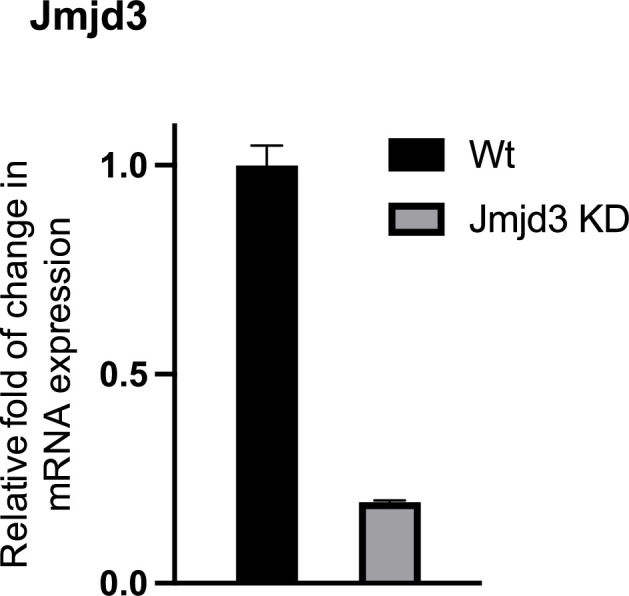
Expression of JMJD3 in wt and Jmjd3 KD macrophages (mean ± standard deviation [SD]), p < 0.001.

### Statin treatment vivo also reduces cholesterol content, upregulates Jmjd3, and promotes anti inflammatory gene expression in macrophages

To test the in vivo effect of statins on macrophages, mice were fed with statins or not for 14 days and the peritoneal macrophages were isolated (Becker et al., 2010) and tested for inflammatory responses. The cholesterol content was decreased by about 20% in freshly isolated peritoneal macrophages from statin-fed mice, compared to those from control animals (Figure 9A). Expression of *Jmjd3* was upregulated by statin feeding (Figure 9B). When subsequently challenged by LPS, macrophages from statin-fed mice showed lower expression of proinflammatory cytokines (*Il1b*, *Tnfa*, *Il6*, and *Il12*), and enhanced expression of anti-inflammatory cytokine *Il10*, relative to those from controls (Figure 9C). In addition, when activated alternatively by IL-4, macrophages from statin-fed mice expressed higher levels of Arg*1*, *Ym1*, and *Mrc1*, compared to these from controls (Figure 9D). Thus, statin treatment in vivo decreases cholesterol content, upregulates *Jmjd3*, and promotes anti-inflammatory functions in freshly isolated peritoneal macrophages, in an identical fashion to that of BMDMs treated in vitro with statins (Figure 7B, C).

**Figure 9.**
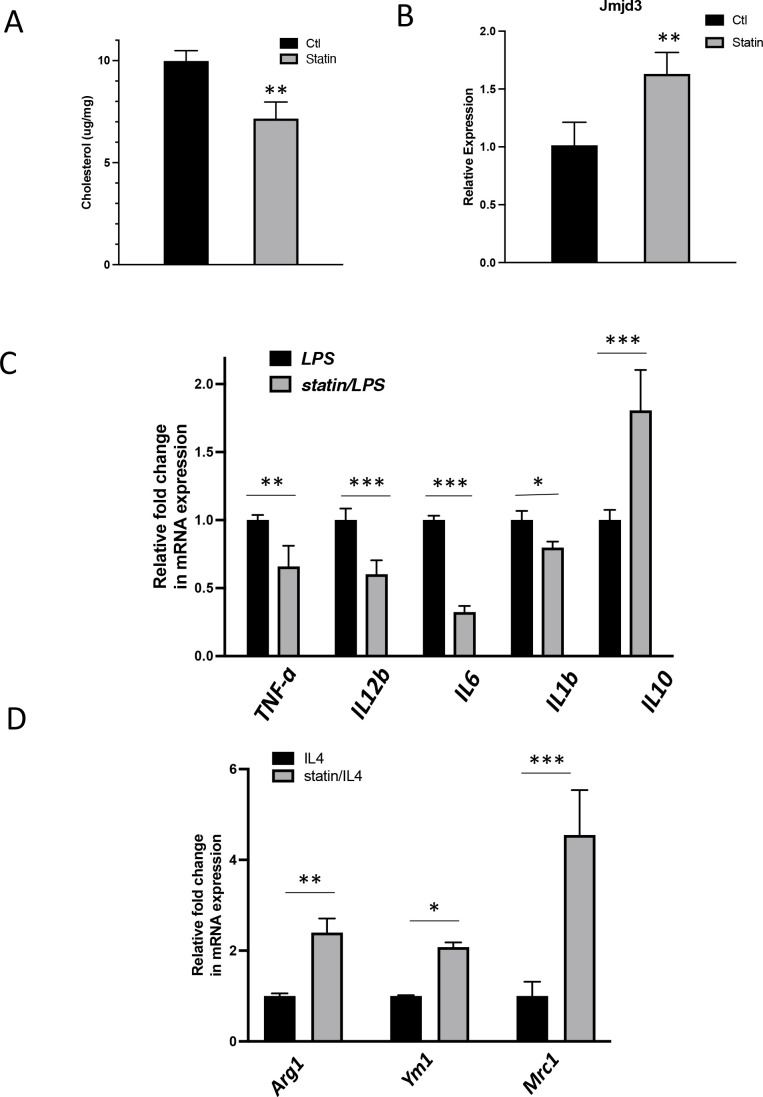
In vivo statin feeding in mice reduces cholesterol and upregulates *Jmjd3* in the peritoneal macrophages, which conveys anti-inflammatory phenotype. (**A**) Total cholesterol contents (free and esterified) in freshly isolated mouse peritoneal macrophages from simvastatin-fed (100 μg/kg/day, 14 days) and control mice. (**B**) *Jmjd3* gene expression in peritoneal macrophages from simvastatin-fed (statin) and control mice. (**C**) Freshly isolated mouse peritoneal macrophages from simvastatin-fed and control mice are stimulated by lipopolysaccharide (LPS) (100 ng/ml, 6 hr). Gene expressions are analyzed by qPCR. (**D**) Freshly isolated mouse peritoneal macrophages from simvastatin-fed and control mice are stimulated by IL-4 (20 ng/ml, 6 hr) and gene expressions are analyzed by qPCR. Data are representative of 3 independent experiments with 3–4 samples per group and presented as mean ± standard deviation (SD). Statistical analysis was performed using unpaired, two-tailed Student’s *t*-test. Asterisks (*), (**), and (***) indicate a significant difference with p < 0.05, p < 0.005, and p < 0.001, respectively.

## Discussion

In this study, we show that reducing cholesterol in macrophages, either with statins or MCD, upregulates Jmjd3 through suppressing mitochondria respiration. Cholesterol reduction also modifies the epigenome in macrophages. Upon subsequent activation by either M1 or M2 stimuli, statin-treated macrophages are phenotypically more anti-inflammatory. This anti-inflammatory phenotype is also observed in peritoneal macrophages freshly isolated from statin-treated mice.

We speculate that *Jmid3* is the key responsible factor. Macrophages have two H3K27me3 demethylases, *Utx* and *Jmjd3*. Only *Jmjd3* is upregulated by statin or MCD. It is plausible that *Jmjd3*, by removing H3K27me3 from *ll10*, *Arg1*, *Yam1*, and *Mrc1*, poises these genes in resting macrophages to promote their activated expression. On the other hand, statins suppress a large group of proinflammatory genes activated by LPS, which could not directly be attributed to *Jmjd3*. However, *Il10* is poised by Jmjd3 and shows higher expression upon LPS stimulation. It could be that upregulation of *Il10* leads to the suppression of the proinflammatory phenotype under LPS activation. Recent studies have shown that endogenously produced IL-10, through autocrine/paracrine mechanisms, modulates mitochondria respiration to inhibit cellular events, such as glycolysis and mTORC1. This suppresses the expression of proinflammatory genes (Ip et al., 2017; Dowling et al., 2021). The elevated *Il10* expression in statin-/MCD-treated macrophages could play a similar role to suppress the proinflammatory phenotypes. Of note, this current study focuses mostly on the regulation of gene expression. The ultimate impact of statins on inflammation should be confirmed at the protein level in future studies.

We also document that reducing the level of macrophage cholesterol alters the epigenome, concurrent with *Jmjd3* upregulation. Removing H3K27me3 by JMJD3 could open certain genome regions and contribute to the changes in the epigenome seen in ATAC-seq. However, the changes we observed are much more profound, indicating that other epigenetic modifiers, are activated by cholesterol reduction. Future studies will be required to identify these modifiers. Nevertheless, several lines of evidence support the notion that *Jmjd3* is most relevant to inflammatory activation. First of all, only *Jmjd3*, among the members of the JmjC demethylase family, is upregulated by statin or MCD. *Utx*, also a H3K27me3 demethylase, is not altered by statin or MCD. Second, the JmjC demethylase family members require glutamine, the source of alpha-ketoglutarate, for demethylation. Since *Jmjd3* is the only upregulated demethylase, glutamine could be used to specifically probe *Jmjd3* demethylation function in macrophages M1/M2 activation. Glutamine is indeed necessary for MCD to modulate both LPS and IL-4 activation. Third, GSKj4, the inhibitor for H3K27me3 demethylases (Utx and Jmjd3), abolishes the MCD effect. Furthermore, knockdown of *Jmjd3* by shRNA diminishes the effect of statins on LPS or IL-4 activations. Thus, the upregulation of *Jmjd3* by statin/MCD significantly contributes to poise the epigenome in resting macrophages, which controls the subsequent inflammatory response to LPS or IL-4.

Our results here support the notion that the epigenome in resting macrophages is largely poised for inflammatory activation (Escoubet-Lozach et al., 2011). This also agrees with previous studies where cholesterol reduction was shown to decrease proinflammatory responses to multiple stimuli against multiple TLRs (Yvan-Charvet et al., 2008). We have focused on classically activated (M1) and alternatively activated (M2) phenotypes, two extremes of inflammatory activation in macrophages. This could be an experimental starting point, since macrophages likely encounter a wide range of stimuli within a continuum between M1 and M2 phenotypes. The poised epigenome in resting macrophages, i.e., prior to activation, may serve as an initial blueprint to propel the activated inflammatory responses. In addition, the inflammation processes are thought to initially engage the M1 phenotype to fight pathogens and then gradually gain the M2 phenotype to restrain excessive damage and restore tissue homeostasis (Ivashkiv, 2013).

Another novel finding here is that the level of cellular cholesterol directly controls mitochondria respiration. Except for specialized cell types (i.e., steroidogenic cells), the mitochondrial cholesterol in mammalian cells is in equilibrium with overall cellular cholesterol and, as such, fluctuates with cellular cholesterol through a dynamic steady state (Steck and Lange, 2010). Our study here for the first time suggests the mitochondrial membrane as a locus sensing the cellular cholesterol level, which in turn contributes to the regulation of metabolic processes and gene expression. This is somewhat analogous to the regulation of sterol regulatory element-binding proteins (SREBP) pathways by the cellular cholesterol level through the endoplasmic reticulum membrane (Brown and Goldstein, 1999). We speculate that the mitochondria likely function far beyond the traditionally called powerhouse that produces ATP (Shen et al., 2022).

Macrophages are a major component in both the innate and adaptive immune systems. The anti-inflammatory effect of statins is essentially due to their primary pharmacological action discovered in 1970s, i.e., the inhibition of HMG-CoA reductase (Endo et al., 1976), decreasing the level of circulating LDL and inhibiting de novo synthesis of cholesterol in the macrophages themselves. Macrophages with less cholesterol are anti-inflammatory, thereby contributing to the anti-inflammatory action of statins.

## Materials and methods

### Reagents and chemicals

Cell culture Dulbecco’s modified Eagle medium (DMEM) was purchased from Gibco (Thermo Fisher Scientific, Watham, MA). Antibiotics (penicillin and streptomycin) and fatty acid-free bovine serum albumin (BSA) were purchased from Sigma-Aldrich (St Louis, MO). Fetal bovine serum (FBS) (Optima) was purchased from Atlanta Biologicals (R&D systems; Minneapolis, MN). As for the chemicals, the following inhibitors: MG-132 (proteasome inhibitor), BAY11-7082 (IKK inhibitor), and BAM15 (another mitochondrial uncoupler) were purchased from TOCRIS chemicals (part of R&D systems). MCD, simvastatin, mevalonate, oligomycin, rotenone, antimycin A, carbonyl cyanide 3-chlorophenylhydrazone (CCCP), 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES), and phosphate-buffered saline (PBS) were purchased from Sigma-Aldrich. For the IMVs study, magnesium chloride (MgCl_2_), 2-(*N*-morpholino) ethanesulfonic (MES), sucrose, hexane, BSA, sulfuric acid (H_2_SO_4_), hydrochloric acid 37% (HCl), sodium chloride (NaCl), potassium chloride (KCl), dibasic potassium phosphate (K_2_HPO_4_), sodium hydroxide (NaOH), Hydrogen peroxide (H_2_O_2_), trichloroacetic acid (TCA), adenosine 5′-triphosphate disodium salt hydrate (Na_2_ATP), adenosine 5′-diphosphate sodium salt (Na_2_ADP), and cholesterol were also supplied by Sigma-Aldrich. Ammonium molybdate (VI) tetrahydrate and L-ascorbic acid were purchased from Acros Organics (part of Sigma-Aldrich). Ultrapure water was produced from a Milli-Q unit (Millipore, conductivity lower than 18 MΩ cm). Rabbit anti-mouse JMJD3 primary antibody was lab-generated as described in Benyoucef et al., 2016. The following antibodies were acquired from several vendors: mouse monoclonal anti-β-actin antibody (A1978) from Sigma-Aldrich, rabbit anti-mouse pCREB (87G3), rabbit anti-mouse CREB (86B10), and rabbit anti-mouse Tri-Methyl-Histone H3 (Lys27) antibodies were from Cell Signaling Technology (Danvers, MA). The secondary antibody Horseradish peroxidase (HRP)-conjugated anti-rabbit antibody was from Cayman chemicals (Ann Arbor, MI). The enhanced chemiluminescence (ECL) solutions for the western blotting system were from GE Healthcare (Chicago, IL). The protease and phosphatase inhibitor cocktails were purchased from Sigma-Aldrich.

### RAW264.7

RAW 264.7 TIB-71 cells were directly ordered from American Type Collection Culture (ATCC) and authenticated using STR. Cells were tested for ‘Mycoplasma contamination’ by ATCC Cell Authentication Service in October 2023 and result was negative. Cells were maintained in 100-mm diameter tissue culture-treated polystyrene dishes (Fisher Scientific, Hampton, NH) at 37°C in a humidified atmosphere of 95% air and 5% CO_2_. The cells were cultured in DMEM-based growth medium containing glutamine and without pyruvate, supplemented with 10% (vol/vol) heat-inactivated FBS and 1× penicillin/streptomycin. For experiments (and routine subculture), cells were collected in growth media after 25-min incubation with Accutase (Sigma-Aldrich, St Louis, MO) at 37°C in a humidified atmosphere of 95% air and 5% CO_2_. In preparation for experiments, cells were seeded in 6-well tissue culture-treated polystyrene plates (Fisher Scientific, Hampton, NH) at 30,000 cells/cm^2^ for 2 days until cells have recovered in time for treatments. Unless otherwise indicated, cell treatments were prepared in DMEM supplemented with 0.25% (wt/vol) FA-free BSA that was sterilized by filtration through 0.2 µm pore size cellulose acetate syringe filters. For treatments, cells were washed with pre-warmed sterile PBS and were treated with media containing MCD (5 mM), cell culture-grade water (negative control). Then, the cells were incubated for 1 hr under cell culture conditions. RAW 264.7 macrophages were pre-incubated for 5 min with CCCP (50 µM), 30 min with BAM15 (200 µM), or 1 hr with NF-κB inhibitors (MG-132 [5 µM] or BAY11-7082 [10 µM]).

### Bone marrow-derived macrophages

BMDMs were differentiated from bone marrow cells isolated from the femora, and tibiae of 4- to 16-week-old wild type C57BL/6J mice. Euthanasia was performed by CO_2_ gas asphyxiation followed by cervical dislocation. Euthanized mice were soaked with 70% (vol/vol) ethanol immediately prior to dissection. After careful isolation of the bones, the ends of the bones were cut with sterile scissors and centrifuged at 10,000 rpm for 15 s at room temperature in a microcentrifuge (MCT) tube where the bone marrow is collected. The bone marrow is then filtered using sterile, combined and centrifuged at 480 × *g* for 10 min at room temperature. The cell pellet is resuspended briefly (<2 min) in red blood cell lysis buffer. The differentiation medium (DMEM + 20% L-929-conditioned media + 10% FBS + 1% penicillin–streptomycin) is then added and cells are centrifuged again at 480 × *g* for 10 min at room temperature. The cell suspension is filtered once more through a 70-µm strainer into another 50 ml centrifuge tube to rinse and collect all the cells. 100-mm diameter suspension dishes (Greiner Bio-One, Monroe, NC) are seeded with 10 ml per dish at 0.6–0.8 × 10^6^ cells/ml (~10,000–15,000 cells/cm^2^). The dishes were then incubated for 6 days at 37°C in a humidified atmosphere of 95% air and 5% CO_2_. Differentiation media (10 ml) are added on day 3 or 4.

At the end of day 7, cells are detached with trypsin, counted and reseeded into 6-well plates at 0.5 million cells/well (~50,000 cells/cm^2^) using 2 ml/well of DMEM supplemented with 10% FBS and 1% P/S. Plates are left overnight at 37°C in a humidified atmosphere of 95% air and 5% CO_2_ to ensure cell adherence. BMDMs are now ready to be used for assays. Similar to RAW264.7 cells, cell treatments were prepared in DMEM supplemented with 0.25% (wt/vol) FA-free BSA. For treatments, cells were washed with pre-warmed sterile PBS and were treated with media containing MCD (5 mM), cell culture-grade water (negative control). Then, the cells were incubated for 1 hr under cell culture conditions.

With either BMDMs or RAW264.7, for LPS or Il-4 stimulation, cells were washed with sterile PBS post MCD or statins treatment and before adding LPS (100 ng/ml) or IL-4 (20 ng/ml) for an additional 3h incubation.

### JMJD3 shRNA preparation

For the JMJD3-shRNA construct, the ShKDM6B-265-Up CCGG CCTCTGTTCTTGAGGGACAAA CTCGAG TTTGTCCCTCAAGAACAGAGG TTTTTG and ShKDM6B-265-Down AATTCAAAAA CCTCTGTTCTTGAGGGACAAA CTCGAG TTTGTCCCTCAAGAACAGAGG sequences were used to generate lentivirus harboring shRNA or empty Neo (control). The shRNAs were cloned in lab into pLKO.2 Neo plasmid using EcoR1 and AgeI restriction enzymes. The JMJD3 shRNA lentiviral titer was prepared using a polyethylenimine (PEI)-based transfection. Briefly, on day 1 HEK 293T cells were seeded at 8 × 10^6^ cells in 15 cm dishes. On day 2 (transfection day), before the start of transfection, media was removed, cells were washed with media/PBS, then fresh media (media containing 5% FBS) is added. 30 µg total DNA was used (17.5 µg of shRNA) to transfect the cells seeded. OptiMEM media was used to prepare the transfection mix where 1 ml DNA is mixed to 1 ml PEI reagent, and incubated for another 20–30 min. The mix is added gently on to the cells, drop by drop. After overnight incubation, the media is replaced and fresh 5% FBS-containing media is added. The next day, i.e., 46-hr post-transfection, the media is collected. This media will contain virus particles. Fresh media is added and collected after 24 hr, i.e. 70-hr post-transfection. The media collected is pooled to process by ultracentrifugation and collect a concentrated titer of virus particles.

### Jmjd3 knockdown in RAW 264.7 macrophages

RAW 264.7 macrophages were transfected with JMJD3 shRNA lentiviral particles for 18–20 hr and then incubated for 48 hr in growth media (+/−statins). Cells were then stimulated with LPS or IL-4 before DNA extraction and qPCR analysis.

### In vivo statin experiment

C57BL/6J mice were fed the chow diet (WQJX Bio-technology) to which simvastatin (100 mg/kg/day; Merck & Co Inc) added for 14 days. Control animals were fed the chow diet. Peritoneal macrophages were harvested from the mice 4 days after 1.5 ml of thioglycolate broth (Sigma) was injected. Cells were washed with PBS, seeded at a density of 1,000,000 per well into 24-well dishes, incubated for 12 hr in DMEM containing 10% lipoprotein serum deficient (LPSD) and 1 μM simvastatin (to maintain in vivo cholesterol levels). Cells were then stimulated with 100 ng/ml LPS (MedChemExpress) or 20 ng/ml IL-4 (Aladdin), and RNA was isolated for qPCR. Cholesterol contents were analyzed with cholesterol quantification assay kit (Sigma).

### RNA purification and cDNA synthesis

After treatment, the cells were lysed and collected in TRIzol (Thermo Fisher Scientific, Watham, MA), and frozen at −80°C. Total RNA was extracted by phenol–chloroform extraction, followed by ethanol precipitation. RNA was purified through columns supplied in the Molecular Biology kit (BioBasic Inc, Markham, ON), according to the manufacturer’s instructions. The RNA concentrations and purity were determined using a NanoDrop One (Thermo Fisher Scientific, Watham, MA) spectrophotometer. cDNA synthesis was performed on the Bio-Rad T100 PCR Gradient Thermal Cycler using the QuantiTect Reverse Transcription kit (QIAGEN, Germantown, MD), following the manufacturer’s instructions.

### Reverse transcriptase quantitative PCR

Gene expression was analyzed by real-time reverse transcriptase quantitative PCR according to the Fast SYBR Green protocol with the AriaMx real-time PCR detection system (Agilent technologies, Santa Clara, CA). Primers were ordered from Invitrogen (Thermo Fisher Scientific, Watham, MA) and are listed in Table 2. Each condition was prepared in triplicates and each sample was loaded as technical triplicates for each gene (target or reference) analyzed. The mRNA levels of mouse HPRT1 or GAPDH were used as internal controls (reference gene) as indicated.

**Table 2.** Mouse primers used for real-time RT-qPCR.

Primer	Sequence	
*Hprt1*	Forward	TGTTGTTGGATATGCCCTTG
	Reverse	TTGCGCTCATCTTAGGCTTT
*Il1b*	Forward	AGTTGACGGACCCCAAAAGAT
	Reverse	GTTGATGTGCTGCTGGGAGA
*Jmjd3*	Forward	CCAGGCCACCAAGAGAATAA
	Reverse	CGCTGATGGTCTCCCAATAG
*Tnfa*	Forward	CCGTAGGGCGATTACAGTCA
	Reverse	CCTGGCCTCTCTACCTTGTTG
*Il10*	Forward	TGGCCCAGAAATCAAGGAGC
	Reverse	CAGCAGACTCAATACACACT
Il6	Forward	TAGTCCTTCCTACCCCAATTTCC
	Reverse	TTGGTCCTTAGCCACTCCTTC
*Il12b*	Forward	GGAAGCACGGCAGCAGAATA
	Reverse	AACTTGAGGGAGAAGTAGGAATGG
*Arg1*	Forward	CTCCAAGCCAAAGTCCTTAGAG
	Reverse	AGGAGCTGTCATTAGGGACATC
*Ym1*	Forward	AGAAGGGAGTTTCAAACCTGGT
	Reverse	GTCTTGCTCATGTGTGTAAGTGA
*Mrc1*	Forward	CTCTGTTCAGCTATTGGACGC
	Reverse	CGGAATTTCTGGGATTCAGCTTC

### Immunoblotting

For western blot analysis, MCD-treated RAW 264.7 cells were washed in ice-cold PBS, lysed in radioimmune precipitation assay buffer (150 mm NaCl, 1% Nonidet P-40, 1% sodium deoxycholate, and 25 mm Tris (pH 7.6)) supplemented with a cocktail of protease and phosphatase inhibitors. Total cell lysis was achieved through sonication for 20 s at 20% amplitude and samples were stored at −80°C. Histone extraction was performed following a specific protocol from Abcam. Protein concentration was determined using the Bradford assay (Bio-Rad, 5000006). Sodium dodecyl sulfate (SDS) buffer (313 mm Tris (pH 6.8), 10% SDS, 0.05% bromophenol blue, 50% glycerol, and 0.1 m dithiothreitol [DTT]) was added, and the samples were boiled at 100°C for 5 min. Proteins were separated by SDS–polyacrylamide gel electrophoresis on 10% acrylamide gels. After separation, proteins were transferred onto polyvinylidene fluoride (PVDF) membranes and were blocked in 5% milk powder (in PBS, 1% Triton X-100) for 1 hr. Membranes were incubated with the primary antibodies in the following conditions: overnight incubation with the anti-Jmjd3 antibody (1:400) at 4°C, and 1 hr with the anti-H3K27Me3 antibody at room temperature. After washes, blots were further incubated with an HRP-conjugated anti-rabbit antibody (1:10 000) for 1 hr. Blots were imaged using ECL-based film detection system.

### MCD/cholesterol (10:1 mol/mol) preparation

Cholesterol (0.3 mmol) of is dissolved in 1 ml chloroform solution and dried under nitrogen in a glass culture tube. 10 ml of a MCD solution (300 mM) prepared in BSA/BSS buffer solution (20 mM HEPES, pH 7.4, 135 mM NaCl, 5 mM KCl, 1.8 mM CaCl_2_, 1 mM MgCl_2_, 5.6 mM glucose, and 1 mg/ml BSA) was added to the tube, and the resulting suspension was vortexed, and bath sonicated at 37°C until the suspension clarified. The suspension was then incubated in a rocking water bath overnight at 37°C to maximize formation of soluble complexes. This is the stock solution that can be diluted into desired concentrations.

### Macrophage cholesterol depletion and repletion

On the day of experiment, BMDMs are incubated with 5 mM MCD for 1 hr. The cells are rinsed in 0.25% BSA in DMEM and left to rest for 10 min before switching the media to media containing 1 mM MCD/cholesterol complex for 1 hr. RNAs are collected at the end of incubation for *Jmjd3* expression. Controls cells will be cells that did not receive MCD nor MCD/cholesterol complex. Triplicate wells are prepared and Jmjd3 expression was determined by RT-PCR.

### NF-κB activation assay

NF-κB activation was determined by performing the QUANTI-Blue assay using the RAW-Blue cells (InvivoGen). Through exposure of the RAW-Blue cells to various substances, NF-κB/AP-1 activation is induced, making secreted embryonic alkaline phosphatase (SEAP) into the cell supernatant. In brief, RAW-Blue cells were seeded in 6-well plates (1.5 × 10^5^ cells/ml) and were allowed to recover for 2 days in growth media (similar to RAW264.7 cells) before they were stimulated with LPS (100 ng/ml) or MCD (5 mM) for 3 hr. Then, the cells and medium for each sample were collected and sonicated on ice for 15 s at 20% amplitude. The supernatant was separated from cell debris by centrifugation at 4°C for 10 min at 10,000 rpm. For detection, the cell supernatant and an SEAP detection reagent (QUANTI-Blue) were mixed and the absorbance was measured at 650 nm as described in the assay instructions. Each condition was performed in triplicate samples and each sample was measured in technical triplicates.

### Mitochondrial oxygen consumption

Cellular OCRs were measured using an extracellular flux analyzer (Seahorse XF96e; Agilent Technologies, Santa Clara, CA). Briefly, the cartridge sensors were incubated overnight at 37°C in a hydration/calibration solution (XF Calibrant; Agilent Technologies). Specially designed polystyrene tissue culture-treated 96-well microplates with a clear flat bottom (Seahorse XF96 V3 PS Cell Culture Microplates; Agilent Technologies) were then seeded with 80 µl of cell suspension (4.4 × 10^5^ cells/ml) per well and incubated 2–3 hr under cell culture conditions to allow cell attachment. For treatment with MCD, cells were washed with pre-warmed sterile PBS and the culture supernatants were replaced with medium containing MCD (5 mM). Then, the cells were incubated for 1 hr under cell culture conditions. For treatment with statins, cells were washed with pre-warmed sterile PBS and the culture supernatants were replaced with medium supplemented with lipoprotein-deficient serum, containing statins (7 mM lovastatin + 200 mM mevalonate). Then, the cells were incubated for 2 days under cell culture conditions. At the end of either treatment, the cells are washed and incubated 45 min at 37°C in extracellular flux analysis medium (sodium bicarbonate-, glucose-, phenol red-, pyruvate-, and glutamine-free modified DMEM [Sigma-Aldrich, catalog no. D5030] freshly supplemented with cell culture-grade D-glucose (4.5 g/L), cell culture-grade L-glutamine [4 mM; Wisent], and HEPES [4.5 mM; Sigma-Aldrich], pH adjusted to 7.35–7.40 at room temperature). OCR was measured to assess resting respiration, followed by ATP production-dependent respiration, maximal respiration, and non-mitochondrial oxygen consumption, after sequential injections of oligomycin (an ATP synthase inhibitor) at 1 µM (final concentration), CCCP (an ionophore acting as a proton uncoupler) at 2 µM, and rotenone together with antimycin A (complex I and III inhibitors, respectively), each at 0.5 µM. Mitochondrial ATP production-dependent respiration was calculated by subtracting the lowest OCR after oligomycin injection from resting OCR. For each parameter, OCR measurements were performed at least three times at 6-min intervals. Each condition was performed in 7–8 replicate samples. All OCR measurements were corrected for the OCR of cell-free wells containing only medium. Upon completion of the OCR measurements, the cells were washed once with PBS and lysed in 1 M NaOH (40 µl/well). The lysates were kept at 4°C for up to 24 hr, and protein determination was performed using the Bradford colorimetric assay with BSA as the standard protein (Thermo Scientific). Absorbance was measured at a wavelength of 595 nm using a hybrid microplate reader (Biotek).

### 27-HC quantification

Cell pellets were collected from RAW264.7 macrophages treated with 1, 3, and 5 mM of MCD for 1 hr. Samples were sent to the University of Texas (UT) Southwestern Medical center for analysis by ultraperformance liquid chromatography/electrospray ionization/tandem mass spectrometry allowing chromatographic resolution of the hydroxycholesterol species. 27-HC levels were calculated by normalizing the 27-HC amounts to the protein content in the whole-cell pellet.

### Purification and formation of *E. coli* IMVs

*E. coli* inner membranes were purified from *E. coli* MG1655 strain by sucrose gradient ultracentrifugation (30 min at 80,000 rpm, Optima MAX-XP) as previously described (Gutiérrez-Sanz et al., 2016). The *E. coli* inner membranes were then resuspended in either the synthesis buffer (MES 100 mM, pH 6 and NaCl 25 mM) or the hydrolysis buffer (HEPES 25 mM, pH 8) and ultrasonicated for 15 min (5 s on–off cycles at 30% power, VCX500 Ultrasonic Processors). The resulting homogeneous solution contained the IMVs.

### Loading and depletion of cholesterol in IMVs

Prior to any treatment, the protein concentration of IMVs was determined by the BCA protein assay and IMVs were diluted to a final protein concentration of 0.5 mg/ml. IMVs were then loaded with cholesterol using a modified protocol based on the MCD/cholesterol complex (Mahammad and Parmryd, 2015a). To load IMVs, 25 mM MCD were mixed with 2.5 mg/ml of cholesterol on HEPES (25 mM, pH7.8) following the protocol described in Bacia et al., 2004. After incubation with MCD–cholesterol complexes, IMVs were ultracentrifuged (80,000 rpm for 30 min) and the supernatant removed. The IMVs were then resuspended in HEPES 25 mM (pH 7.8). After loading, the lipid, cholesterol, and protein concentration of IMVs were determined by the phosphate determination assay (Chen et al., 1956), Amplex Red cholesterol assay kit (Amundson and Zhou, 1999) and BCA protein assay (Smith et al., 1985), respectively. To achieve vesicles with different cholesterol content, cholesterol-loaded IMVs (1 mg/ml protein concentration) were treated with increasing MCD concentrations (from 0 to 7.0 mM) for 30 min at 37°C^3,^ (Mahammad and Parmryd, 2015a; Pucadyil and Chattopadhyay, 2007). Cholesterol-depleted vesicles were ultracentrifuged (80,000 rpm for 30 min) and the pellet was resuspended in HEPES (25 mM, pH = 7.8). Lipid, protein, and cholesterol concentration of depleted samples were quantified again after the MCD treatment.

### Hydrolysis and synthesis of ATP on cholesterol-doped IMVs

ATP hydrolysis was performed by adding a total concentration of 2 mM ATP to 200 mM IMVs (lipid concentration) and incubated for 30 min. The concentration of phosphates from ATP hydrolysis was measured using the malaquite green assay (Lanzetta et al., 1979). ATP synthesis was triggered by promoting a ΔpH across the IMV membranes by mixing the samples (IMVs resuspended in MES 100 mM, pH 6) with an external buffer with higher pH and in the presence of inorganic phosphate, ADP, and magnesium ion (HEPES 100 mM pH 8, 5 mM P_i_, 2.5 mM ADP, 5 mM MgCl_2_, 25 mM NaCl) at a volume ratio of 1:10 and incubated for 2–5 min. The reaction was stopped by adding 20% TCA at a ratio volume of 10:1, and then the samples were equilibrated to neutral pH (Kaim and Dimroth, 1994). ATP concentration after synthesis was measured using ATP detection assay kit (Molecular Probes) with a luminometer GloMax-Multi Detection. Amplex Red Cholesterol Assay Kit and Pierce BCA Protein assay kits were supplied by Thermo Fisher. Luminescent ATP Detection Assay Kit (based on firefly’s luciferase/luciferin) was purchased from Molecular Probes.

### RNA-seq and data analysis

RAW 264.7 macrophages in duplicates were either left untreated or treated with 5 mM MCD for 1 hr. Total RNA was purified as described above, and the RNA concentrations and purity were determined using a NanoDrop One (Thermo Fisher Scientific, Watham, MA) spectrophotometer. Library preparation and 150 bp paired-end RNA-seq were performed using standard Illumina procedures for the NextSeq 500 platform. Reads libraries produced from RNA sequencing for each replicate and condition were aligned against mouse genome reference provided by the GENCODE project – the mouse genome reference release M25 (GENCODE Consortium, 2021). Transcript quantification count tables were generated per bait screening using the Salmon algorithm ver1.7.0 (Patro et al., 2017). The following comparisons: MCD1 vs. Control, Statin vs. Control, and Statin-LPS vs. LPS were performed to identify DEGs using DESeq2 ver1.40.2 (Love et al., 2014).

### GO enrichment and Kyoto encyclopedia of genes and genomes (KEGG) pathway analyses

GO functional enrichment and KEGG pathway analyses for the DEGs were performed using clusterProfiler ver4.8.2 (Wu et al., 2021) to identify significantly enriched biological processes associated with the set of genes upregulated in the experimental condition greater than log_2_ fold change of 1 and with the set of genes downregulated with log_2_ fold change of less than −1. A p value cutoff of 0.05 was defined for the analyses. The Benjamini–Hochberg method was applied to adjust the p values for multiple testing. This method controls the false discovery rate during the adjustment process.

### ATAC-seq

RAW 264.7 macrophages in duplicates were either left untreated or treated with 5 mM MCD for 1 hr. Cells were detached using 0.5% trypsin and resuspended in chilled 1× PBS containing 1 mM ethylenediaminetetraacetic acid (EDTA). Visible cell numbers per sample were obtained by staining the cells with trypan blue and counting them using hemocytometer. 50,000 cells were used for performing ATAC-seq. Cells were washed in 100 µl of ice-cold 1× PBS and centrifuged at 500 × *g* for 5 min. Nuclei are prepared by lysing the cells in ice-cold lysis buffer containing 10 mM Tris–Cl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% IGEPAL CA-630. Nuclei were pelleted by spinning the samples at 500 × *g* for 10 min in fixed-angle cold centrifuge and proceeded for tagmentation reaction. A 25-µl tagmentation reaction was setup by resuspending the nuclei in 12.5 µl of 2× Tagment DNA buffer and 5 µl of TDE1 transposase. Samples were incubated at 37°C for 30 min with gentle intermittent mixing. Following transposition, the sample volume was made up to 50 µl using resuspension buffer and was processed for DNA preparation. For tagmented DNA clean-up, 180 µl of Zymo DNA-binding buffer was added and mixed thoroughly before loading on to Zymo-spin concentrator-5 columns. For transposase-free DNA, the samples were eluted in 16.5 µl of elution buffer. Purified tagmented DNA was amplified with KAPA HIFI polymerase (12 PCR cycles) and Unique Dual Primers from Illumina (Cat number 20332088). Size selection (L:1.1; R:0.6) was performed with KAPA Pure beads and size distribution of the final libraries was assessed on bioanalyzer (Agilent). Libraries were quantified by qPCR and loaded equimolarly on a S4 Novaseq flowcell. Each library was sequenced with a coverage of 50 M paired-end reads (PE100).

### ATAC-seq analysis

Sequencing reads for chromatin accessibility (ATAC) were aligned to *Mus musculus* genome assembly GRCm38 (mm10) using Bowtie2 (Langmead and Salzberg, 2012) with default parameters. The resulting BAM files were filtered to remove duplicate reads using Picard Tools (https://broadinstitute.github.io/picard/). Peaks were called using MACS2 ver2.0 (Zhang et al., 2008) with the parameter ‘-nomodel’. The generated narrow peaks files were used for downstream analysis. Diffbind ver3.10 (Stark and Brown, 2011; Ross-Innes et al., 2012) was used to identify differentially accessible regions (peaks) called by MACS2. Comparison between the two replicates of the two conditions MCD1 vs. Control was conducted. DESeq2 ver1.40.2 (Love et al., 2014) and EdgeR ver3.42.4 (Robinson et al., 2010) were used within Diffbind to identify regions of differential accessible between MCD1 treated and control (p value <0.05 and RD <0.05). ChipSeeker ver1.3 (Wang et al., 2022; Yu et al., 2015) was used to annotate the genomic features of the differentially accessible peaks identified by Diffbind, where the maximum range of promoter to transcription start site was set to 3 kb. The peaks were assigned to the nearest genes based on distance of the peak region to the transcription start site. This allowed the annotation of ATAC-seq peaks with genes. The heatmap was generated using Diffbind::dba.plotProfile in order to compute peakset profiles for MCD1 and control conditions of loss or gain of genomic accessibility.

### Gene set enrichment analysis

Functional gene set enrichment analysis (FGSEA) was conducted for all RNA-seq comparisons and ATAC-seq comparison. FGSEA was conducted using fgsea ver1.26 (Korotkevich et al., 2019). MSigDB gene sets utilized in fgsea were Hallmark gene sets ver7.1, C2 BioCarta pathways ver7.1, C2 KEGG pathways ver7.1, C2 Reactome pathways ver7.1, and C3 Transcription factor targets ver7.1. The gene list provided to fgsea was based on the DEGs, including both up- and downregulated genes ranked in descending order or log_2_ fold change. The size of the gene sets considered for the enrichment analysis was set to a minimum of 15 and maximum of 500. Only Hallmark pathways with adjusted p value of less than 0.01 was plotted. Enrichment plots for the Hallmark pathway with the highest normalized enrichment score are illustrated.

### Statistical analysis

Statistical analyses between data groups were performed with PRISM software (GraphPad). Data for real-time RT-qPCR and Seahorse experiments are presented as the mean ± standard deviation as indicated. The statistical significance of differences between groups was analyzed by Student’s *t-*test. Differences were considered significant at a *p* value <0.05.

## Data Availability

Sequencing data have been deposited in GEO under accession codes: GSE196187, GSE196188, GSE196189.2. All data generated or analyzed during this study are included in the manuscript. The following datasets were generated: SalloumZ DaunerK VermaN ZhangJD NakkaK ChenMX Valdivieso-GonzálezD Almendro-VediaV McDonaldJ CorleyCD SoriskyA SongBL LiYF 2024Data for: Statin-mediated reduction in mitochondrial cholesterol primes an anti-inflammatory response in macrophages by upregulating Jmjd3NCBI Gene Expression OmnibusGSE19618710.7554/eLife.85964PMC1118663738602170 SalloumZ DaunerK VermaN ZhangJD NakkaK ChenMX Valdivieso-GonzálezD Almendro-VediaV McDonaldJ CorleyCD SoriskyA SongBL López-MonteroI LuoJ DilworthJF ZhaX LiYF 2024Data for: Statin-mediated reduction in mitochondrial cholesterol primes an anti-inflammatory response in macrophages by upregulating Jmjd3NCBI Gene Expression OmnibusGSE19618810.7554/eLife.85964PMC1118663738602170 SalloumZ DaunerK VermaN ZhangJD NakkaK ChenMX Valdivieso-GonzálezD Almendro-VediaV McDonaldJ CorleyCD SoriskyA SongBL López-MonteroI LuoJ DilworthJF ZhaX LiYF 2024Data for: Statin-mediated reduction in mitochondrial cholesterol primes an anti-inflammatory response in macrophages by upregulating Jmjd3NCBI Gene Expression OmnibusGSE19618910.7554/eLife.85964PMC1118663738602170

# Supplementary material for: Statin-mediated reduction in mitochondrial cholesterol primes an anti-inflammatory response in macrophages by upregulating Jmjd3
**Source:** eLife. 2024 Apr 11;13:e85964. doi: 10.7554/eLife.85964
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | This work did not create new material. |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods (p19-29) |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Materials and Methods: Table 1 (p22) |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | RAW264.7 from ATCC. |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Bone marrow-derived macrophages and peritoneal macrophages from wt C57BL/6J |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | In figure legends. |  |
| Define whether data describe technical or biological replicates. | In figure legends. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | In figure legends. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability, P10 |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | GSE196187, GSE196188, GSE196189 |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

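Accessibility was measured by ATAC-seq in RAW macrophages, in 2 control samples and 2 samples treated with 5 mM MCD for 1 hr. The authors aligned reads to GRCm38 with Bowtie2, removed duplicates with Picard, called peaks with MACS2, and used Diffbind with DESeq2 and EdgeR to compare the conditions. The authors' deposited table gives condition means of normalized reads on the log2 scale, a log2 Fold, and a p value and FDR per interval. The paper's text does not name the normalization, the handling of the Tn5 offset, or whether peaks were called per sample or on pooled reads. All rows of the authors' deposited table have an FDR under 0.05, so intervals that did not change were not analysed here. The columns used are means or comparisons and not per-sample values. Depth per sample is therefore unknown, no error between replicates could be computed, and the test planned on per-sample values was not run. Another scaling of the samples could not be tried. The paper's methods state the reads sequenced per library.

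From the deposited log2 Fold, the sign was turned to MCD over control. Intervals were assigned to the nearest TSS of transcripts with an Entrez identifier in GENCODE M21, and a promoter was set at 3 kb. The reference sequence of each interval was read with pysam 0.24.0 and samtools 1.23.1, and searched for 12 consensus motifs listed before the data were examined. Tests were Fisher's exact tests across intervals or genes (two-sided), with Benjamini-Hochberg adjustment over motifs or gene sets, and a permutation test of medians with 100000 resamples. Where a cell of a table was 0, 0.5 was added to each cell for the odds ratio alone. Confidence intervals are at 95% on the log odds scale. Gene sets were the mouse Reactome sets shipped with fgsea 1.28.0, with 15 to 500 genes. Expression calls and log2 fold changes are the paper's, from Supplementary files 2 and 4. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.

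The genes named in the text were fixed before the data were examined. They are Jmjd3, Il1b and Tnf, the NF-κB family, Il10, Arg1, Chil3, Mrc1, Il6 and Il12b, genes of the 118 chromatin genes and 25 sterol genes with a differential interval, and the 5 gained and 5 lost intervals with the largest absolute Fold. The sterol genes are given as a count and not by name. Errfi1, Nfkbid and Nos2 were named after their values were seen, as the listed genes without a gained interval.

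The procedures were tested on simulated data. Of 12 motifs, the 1 that had been planted was called. The permutation test of medians gave a p under 0.05 in 5% of 200 lists without a shift and in 100% of 200 lists with one. The test of direction did so in 1.5% of 200 tables without an association and in 85.5% of 200 tables with one. Over 100 simulations, each with 20 gene sets made with more gained genes and 280 others, a mean of 14.9 of the 20 were called, from 6 to 19, and a mean of 0.63 of the others. The simulated sets were drawn separately and were larger than most sets tested here. The simulated tables of direction held on average more downregulated genes than the data do. These shares are therefore not the power of the tests in the data.

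Alternatives were stricter thresholds, another promoter width, another motif, window and background, other gene assignments, an expression threshold and other values per gene. Assigning genes by the names in Supplementary file 3 was possible for 1632 of the gained intervals alone. Only its most gained rows were read, and these overlap 0 of the lost intervals. This assignment was compared with the nearest TSS over the same intervals.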

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

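The tests on the AP-1, PU.1, CRE, C/EBP, GC box and SREBP motifs, and on neighbouring intervals, were chosen after the results were seen. The paper reports on NF-κB factors, and other motifs differed between gained and lost intervals as well. The AP-1 motif had an odds ratio of 42.5. With lost intervals drawn to the GC content of the gained ones it was 52.8, and stratified over 5 levels of mean signal it was 45.4. The PU.1 motif was depleted in gained intervals, with an odds ratio of 0.258, which was 0.248 at matched GC content and 0.273 over levels of signal. Neither GC content nor signal level accounts in full for the difference in these 2 motifs. Normalization could not be varied. A factor shared by all intervals moves their Folds alike and does not by itself separate motifs, but it sets which intervals lie above 0. A hypothesis is that sites of Jun and Fos may open and sites of PU.1 may close after MCD. Binding itself was not measured.

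The CRE motif had an odds ratio of 30.9 (with 0.5 added to each cell, since no lost interval held it), the GC box 4.55, the SREBP motif 4.64 and the C/EBP motif 0.813. Of these 4 motifs, 3 kept a p under 0.05 at matched GC content and 3 did so over levels of signal. The exception was the C/EBP motif in both tests, with an odds ratio of 0.877 at matched GC content (p = 0.181, Fisher's exact test, with 821 lost intervals) and 0.841 over levels of signal (p = 0.0680). These values are close to the first, so the tests do not show that GC content or signal level is the source.

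The paper's text does not discuss the accessibility of Il10, Mrc1 and Il6, though the listed rows of Supplementary file 3 name Il10 and Il6. In the authors' deposited table, Il10 has 5 gained intervals, the most changed with a log2 Fold of 0.97 in intron 3. Mrc1 has 2 lost intervals, with a log2 Fold of -1.21 in intron 6 and -0.57 in intron 4. Il6 has 1 gained interval in the authors' deposited table, with a log2 Fold of 0.80 (FDR = 0.0375), 61908 bp upstream of its TSS. No explanation, technical or biological, was tested for these 3 genes.

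Neighbouring differential intervals within 50 kb changed in the same direction in 87.8% of 1155 pairs, against a mean of 60.7% when the directions were permuted across intervals (permutation test, p = 0.0001, the smallest that 10000 permutations can give). Reads shared between adjacent intervals would raise this share, but among pairs at least 2 kb apart it was 86.8%. Wide signal over genes would do so too, but among the 382 pairs outside all annotated genes it was 89.0%. Both shares were above those of all 10000 permutations, so neither explanation accounts for the pattern in full. Leaving out the 99 intervals inside genes upregulated by MCD gave 87.2%, but removes too few intervals to decide. Differences in local copy number or scaling were not tested. A hypothesis is that neighbouring sites may respond together.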

How the results depend on the processing

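No paired analysis was possible because the deposited table holds condition means and comparisons, and no values per replicate. For the same reason the comparison per sample was not run, nor were its alternatives that leave out each sample in turn, add a replicate block or use another tool. Choices were made before the data were examined except where stated. The TSS of protein-coding genes and the TSS of all annotated genes were chosen as alternatives after the data were seen, for every result. So was the test among genes with 1 differential interval.

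The numbers of gained and lost intervals were 1607 and 399 at an FDR under 0.01, 822 and 141 at an FDR under 0.001, and 1244 and 144 with an absolute log2 Fold of at least 1. The gained share rose under each of these thresholds. The promoter share of gained against lost intervals kept its direction, but lost its significance at an FDR under 0.01 (odds ratio 1.30), with an absolute log2 Fold of at least 1 (1.60) and with a promoter of 1 kb (1.44). With the TSS of all annotated genes, an alternative chosen after the data were seen, it kept its significance (odds ratio 1.27, p = 0.0180, Fisher's exact test). The cause of the losses was not tested.

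The κB motif kept its direction and an unadjusted p under 0.05 in 6 alternatives, with odds ratios from 2.56 to 5.39. The window of 200 bp also gave 3.64, but removes 1 bp from each interval and shows no stability. The subsets within 3 kb of a TSS and without an AP-1 motif were chosen after the data were seen.

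With only intervals within 3 kb of a TSS, few genes remained. The odds ratio of direction and expression was then 18.0 (p = 0.0666, Fisher's exact test), that of upregulated genes 2.42 (p = 0.391, Fisher's exact test), and the difference of median Fold 0.11 (permutation test, p = 0.285). With an absolute log2 Fold of at least 1, the odds ratio of upregulated genes was 2.22 (p = 0.172, Fisher's exact test). The cause was not tested. The other alternatives of these results kept their direction and significance. The direction test could not be run at an expression change of at least 1, since no downregulated gene remained.

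The number of genes both gained and upregulated was 111. It was 70 with an absolute log2 Fold of at least 1, 18 within 3 kb of a TSS, 65 with the TSS of all annotated genes and 31 with an expression change of at least 1 on the log2 scale, the last 2 applied to this count after the data were seen. With the authors' gene names it was 65, but these names were read for 1632 of the gained intervals, those that overlap the most gained rows in Supplementary file 3; for the same 1632 intervals the nearest TSS gave 75, a comparison added after the data were seen. At an FDR under 0.01, with the TSS of protein-coding genes, and with upregulation by statin as well, it stayed within 1.5 times of 111.

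Of the 33 listed genes, 7 had a gained interval within 3 kb of a TSS, and 23 to 30 did under the other alternatives. Chromatin genes that were both gained and upregulated numbered 2. The number was 1 at an FDR under 0.01 (Kdm7a) and 1 (Jmjd3) with the TSS of all annotated genes or with an expression change of at least 1, both chosen for this count after the data were seen. It was 1 (Kdm7a) both with the authors' gene names and with the nearest TSS over the same 1632 intervals, which do not include that of Jmjd3, so this does not bear on the naming of Jmjd3. It was 0 with an absolute log2 Fold of at least 1 and 0 within 3 kb of a TSS. No Reactome set had an adjusted p under 0.05 in any alternative, where 2 sets at an FDR under 0.01, and 1 set each in the other alternatives, had an unadjusted p under 0.05. The sterol gene test did not pass the threshold in any alternative, which its size does not allow, and it could not be run within 3 kb of a TSS, where no sterol gene was left. The authors' gene names could not be used in tests that need lost intervals.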

Differences from the paper's values

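Supplementary file 4 lists 33 genes as opened and more highly expressed, the paper's count. In the data used here 111 genes had a gained interval and higher expression after MCD. That count sets no minimum for the expression change, while the lowest log2 fold change after MCD among the listed genes is 0.66. The counts are therefore not taken at a like threshold. Of the alternatives set before the data were examined, none came within 1.5 times the paper's count: 83 at an FDR under 0.01, 70 with an absolute log2 Fold of at least 1, 18 with intervals within 3 kb of a TSS, and 65 with the authors' gene names, which were read for 1632 of the gained intervals alone (75 by nearest TSS over the same intervals, a comparison chosen after seeing the values). The heading of that list also asks for upregulation by statin. With that condition, read from 1997 rows of Supplementary file 1, 93 genes remained, of which 29 are in the paper's list. The lowest log2 fold change in the rows read was 0.43. Genes raised less by statin could be missing, so 93 is a lower bound. With an expression change of at least 1 on the log2 scale, 31 genes remained, of which 23 are in the paper's list. Both of these settings were applied to this count after seeing the values; the second had been set beforehand for the test of upregulated genes.

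The paper places Tnfa among the genes with increased accessibility, and shows its ATAC-seq and RNA-seq profiles in Figure 6B. No gained interval of the authors' deposited table was assigned to Tnf under any gene assignment tried, and the same holds for Nfkbid and Nos2. By the nearest TSS of transcripts with an Entrez identifier, these genes had no lost interval either. Errfi1 had a gained interval only with the TSS of protein-coding genes or the authors' gene names, the first of which was chosen after seeing the values. Supplementary file 3 holds other intervals, 401 bp wide. Of its rows, 1999 with a Fold of at least 0.865 were read, and 61526 were left out. No row that was read names Tnf. The rows left out were not searched, so the absence of Tnf here does not decide whether the paper's own intervals include a gain at Tnf.

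The paper names Jmjd3 as the only overlap gene with an epigenetic function, and as the only upregulated JmjC demethylase. Kdm7a also had 2 gained intervals, and its log2 fold change in the paper's own RNA-seq list is 0.21. Jmjd3 was the 1 chromatin gene both gained and upregulated with an expression change of at least 1 on the log2 scale, and also with the TSS of all annotated genes, settings that were both chosen for this count after seeing the values.

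The paper names the NF-κB pathway as the leading one among genes with altered accessibility, by Hallmark sets. No Reactome set had an adjusted p under 0.05 between genes with gained and lost intervals, with a lowest adjusted p of 0.598, and 2 had an unadjusted p under 0.05. The paper states that NF-κB family factors predominate in the promoters of opened genes, from a Metascape analysis of those genes. Motifs within intervals are another measure, and the shares are not a test of that statement. Within 3 kb of a TSS, the κB motif was present in 13.3% of gained and 5.00% of lost intervals, and the AP-1 motif in 36.5% of gained and 0 lost intervals, a subset chosen after seeing the values. Over all gained intervals the shares were 8.67% and 45.9%.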

Other observations

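The test of the κB motif without AP-1 intervals and the comparison with Supplementary file 3 were chosen after the results were seen. The test among genes with 1 differential interval was too. The test of sterol genes was chosen before, but what it would show was written down after.

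The higher frequency of the κB motif in gained intervals was tested against 3 explanations. At matched GC content its odds ratio was 3.30, over levels of mean signal it was 3.84, and without intervals that hold an AP-1 motif it was 4.67. None of these accounts in full for the difference, and normalization could not be varied. Before the motif results were seen, the motif with the lowest odds ratio was chosen for the same tests. This was the CTCF motif, which only 1 gained and 3 lost intervals held (p = 0.0615, Fisher's exact test). Its odds ratio was 0.147 at matched GC content and 0.234 over levels of signal. With so few intervals these tests cannot tell.

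Genes with more intervals have more chances to be called gained. Among genes with 1 differential interval, the odds ratio of upregulated genes was 2.41 (p = 0.0216, Fisher's exact test), so the number of intervals per gene does not account in full for the link with expression.

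Of 25 sterol genes, 7 had a gained interval and 0 had lost intervals alone, against 74.7% gained among the other genes. The p of 0.203 (Fisher's exact test) is the smallest that 7 genes can give in this direction, so the test cannot tell whether sterol genes respond.

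Over the 1632 intervals of the authors' deposited table that overlap a listed row of Supplementary file 3, the 2 Folds have the same sign in 1632, with medians of 1.09 and 1.23 and a Pearson correlation of 0.890 across intervals, which are not independent replicates. The intervals of Supplementary file 3 are 401 bp wide, and those of the authors' deposited table are narrower. The rows of Supplementary file 3 that were read are its most gained ones, so lost intervals could not be compared.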
